# LATS1/2 inactivation in the mammary epithelium drives the evolution of a tumor-associated niche

**DOI:** 10.1038/s44319-025-00370-3

**Published:** 2025-02-14

**Authors:** Joseph G Kern, Lina Kroehling, Anthony J Spinella, Stefano Monti, Xaralabos Varelas

**Keywords:** Tumor Microenvironment, LATS1/2, YAP/TAZ, Hippo Signaling, TEAD, Cancer, Immunology, Signal Transduction

## Abstract

Basal-like breast cancers exhibit distinct cellular heterogeneity that contributes to disease pathology. In this study we used a genetic mouse model of basal-like breast cancer driven by epithelial-specific inactivation of the Hippo pathway-regulating LATS1 and LATS2 kinases to elucidate epithelial-stromal interactions. We demonstrate that basal-like carcinoma initiation in this model is accompanied by the accumulation of distinct cancer-associated fibroblasts and macrophages and dramatic extracellular matrix remodeling, phenocopying the stromal diversity observed in human triple-negative breast tumors. Dysregulated epithelial-stromal signals were observed, including those mediated by TGF-β, PDGF, and CSF. Autonomous activation of the transcriptional effector TAZ was observed in LATS1/2-deleted cells along with non-autonomous activation within the evolving tumor niche. We further show that inhibition of the YAP/TAZ-associated TEAD family of transcription factors blocks the development of the carcinomas and associated microenvironment. These observations demonstrate that carcinomas resulting from Hippo pathway dysregulation in the mammary epithelium are sufficient to drive cellular events that promote a basal-like tumor-associated niche and suggest that targeting dysregulated YAP/TAZ-TEAD activity may offer a therapeutic opportunity for basal-like mammary tumors.

## Synopsis

LATS1/2-inactivation and consequent nuclear YAP/TAZ hyperactivation in the mammary epithelium drives the development of a pro-oncogenic stromal niche. Inhibitors of YAP/TAZ-TEAD activity block mammary carcinomas and associated stromal changes resulting from LATS1/2-inactivation.

- LATS1/2 inhibition in the mouse mammary epithelium creates a stromal niche similar to that observed in TNBC.
- Reciprocal signaling between the mammary epithelium, stromal cells and the ECM non-autonomously dysregulates YAP/TAZ-TEAD activity.
- TEAD inhibitors can block the development of mammary carcinomas and associated stromal alterations resulting from LATS1/2-inactivation.

## Abstract (web summary)

LATS1/2-inactivation and consequent nuclear YAP/TAZ hyperactivation in the mammary epithelium drives the development of a pro-oncogenic stromal niche. Inhibitors of YAP/TAZ-TEAD activity block mammary carcinomas and associated stromal changes resulting from LATS1/2-inactivation.

## Introduction

Tumors are composed of intricate cell ecosystems that cooperate to promote oncogenic growth and progression (Valkenburg et al, 2018). The importance of the tumor microenvironment is becoming increasingly clear and has been the focus of a growing number of treatment avenues (Valkenburg et al, 2018). Endothelial changes that facilitate angiogenesis have long been appreciated (Ruoslahti, 2002), and alterations in stromal mesenchymal cells such as the emergence of cancer-associated fibroblasts (CAFs) promotes tumorigenesis through reciprocal signaling with cancer cells and other stromal cells (Kalluri, 2016). The tumor niche also influences oncogenic behavior through the mediation of immune evasion (Gonzalez et al, 2018). A myriad of distinct stromal phenotypes has been identified in the mammary gland and in breast cancer, highlighting the complexity of such stromal changes and the need to better understand their etiology (Eiro et al, 2019; Inman et al, 2015; Mao et al, 2013).

Breast tumors are composed of complex stromal populations that evolve distinctly in individual tumors (Tu and Karnoub, 2022). Triple-negative breast cancer (TNBC) is a breast cancer subtype that exhibits notable remodeling of stromal cells and neighboring extracellular matrix (ECM) (Acerbi et al, 2015; Costa et al, 2018; Wu et al, 2021; Wu et al, 2020; Zagami and Carey, 2022), and most, but not all, TNBC tumors exhibit basal-like molecular traits (Perou, 2011). Stromal accumulation in TNBC tumors informs treatment responses and predicts poor prognosis (van der Spek et al, 2020). Molecular signals that mediate and respond to stromal remodeling are poorly understood, and thus, a better understanding of the interactions between tumor cells and the stromal microenvironment may offer the opportunity to uncover druggable targets that mediate both recruitment and oncogenic phenotypes of stromal cells.

The Hippo signaling pathway is heavily implicated in promoting cellular plasticity and oncogenic properties in breast tumors (Kern et al, 2022; Panciera et al, 2016; Zanconato et al, 2016). We and others have demonstrated important roles for the Hippo pathway transcriptional effectors YAP and TAZ (YAP/TAZ) in promoting basal-like and triple-negative breast cancer development (Kern et al, 2022; Kim et al, 2015; Soyama et al, 2022). Dysregulation of the Hippo pathway kinases LATS1 and LATS2 (LATS1/2) drives aberrant nuclear YAP/TAZ activity, which in the mammary epithelium promotes luminal-basal plasticity and rapid cellular overgrowth (Kern et al, 2022). YAP/TAZ localization can be influenced by tissue stiffness (Dupont et al, 2011), suggesting an association between YAP/TAZ activity and stiffness related changes in a tumor microenvironment. However, despite the influence of Hippo pathway signaling on tumor development, how dysregulated Hippo pathway signaling in the mammary epithelium shapes an evolving tumor microenvironment is unknown.

In this study we investigated how aberrant activation of YAP/TAZ in the mammary epithelium impacts the stromal microenvironment, examining stromal-epithelial communication in the evolution of the basal-like tumor niche. We show that basal-like mammary carcinomas initiated by deletion of Lats1/2 in luminal mammary epithelial cells is sufficient to promote stromal cell remodeling and ECM accumulation resembling the phenotypes observed in human triple-negative tumors. Through single cell RNA-sequencing and histological analysis we uncover major signaling axes between epithelial and stromal cell populations within Hippo pathway-dysregulated basal-like mammary tumors that result in cell autonomous and non-autonomous oncogenic cues. We demonstrate that targeting dysregulated YAP/TAZ activity using a small molecule inhibitor of the TEAD transcription factors, which are key mediators of YAP/TAZ-regulated gene expression (Chan et al, 2009; Zhao et al, 2008), prevents the development of tumors driven by Lats1/2-deletion in the mammary epithelium, including blocking the onset of the tumor-stromal niche. Our observations indicate that Hippo pathway inactivation drives the evolution of a basal-like mammary tumor microenvironment through discrete cell communication mechanisms, and further suggest that targeting dysregulated YAP/TAZ activity through the use of emerging TEAD family inhibitors may offer a therapeutic opportunity for basal-like mammary tumors.

## Results

### Single cell RNA-sequencing identifies distinct epithelial and stromal changes that accompany basal-like mammary carcinoma development resulting from Lats1/2 inactivation

We previously demonstrated that deletion of the *Lats1* and *Lats2* genes in luminal mammary cells induces luminal-basal plasticity and YAP/TAZ-mediated development of basal-like mammary carcinomas (Kern et al, 2022). For this, we developed a genetic mouse model allowing conditional luminal epithelial cell-specific deletion of *Lats1/2* using a Tamoxifen-inducible Cre recombinase under the control of the *Krt8* promoter, which we combined with a loxP-stop-loxP (lsl)-EYFP lineage trace to mark Cre^+^ cells (Lats1/2^ff^; lsl-EYFP; Krt8CreERT2). The phenotype driven by Tamoxifen-induced Lats1/2 knockout in this system resembles basal-like ductal carcinoma in situ (DCIS) and is marked by rapid overgrowth of basal-like cells within mammary ducts (Kern et al, 2022). Interestingly, we observed that the progression of this overgrowth phenotype was accompanied by a dramatic remodeling of the local mammary stroma and influx of stromal cells (Figs. 1A and EV1A). This remodeling included an accumulation of stromal cells adjacent to the mammary ducts of Lats1/2^ff^; lsl-EYFP; Krt8CreERT2 mice, blood vessels near many ducts with a DCIS-like phenotype, and alterations to the fat pad including notable cellularity between adipocytes.

**Figure 1:**
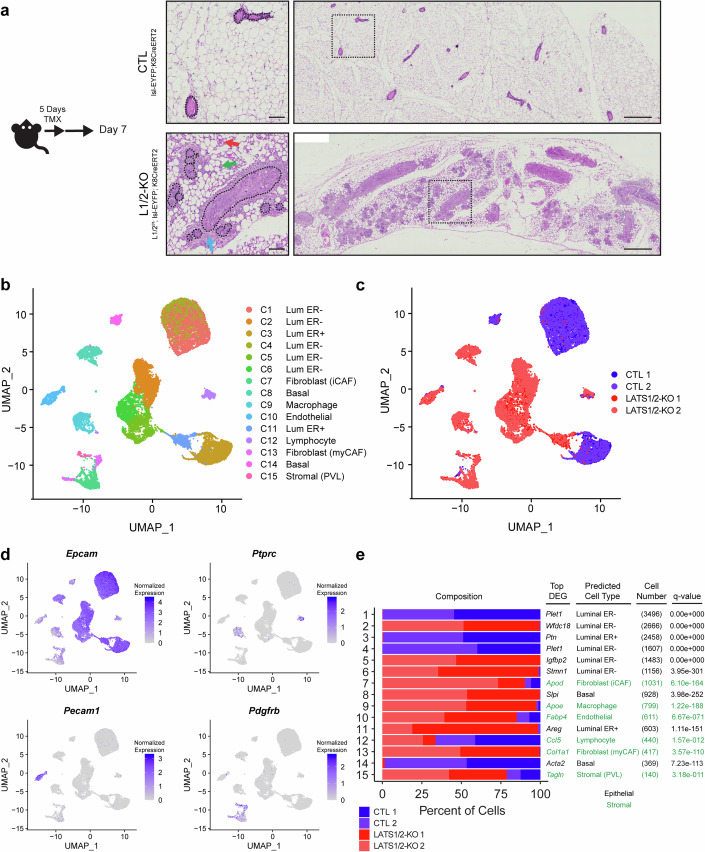
Epithelial and stromal alterations in basal-like mammary carcinomas driven by LATS1/2 deletion. (**A**) Hematoxylin and Eosin stain of CTL and LATS1/2-KO mammary glands. Shown on the left are subset images of the regions outlined by dashed boxes on the right. Outlines of ducts were drawn using black dotted lines in the left images by approximating the location of the basement membranes. Blue arrow indicates an example of stromal cells surrounding ducts. Red arrow indicates an example of a blood vessel. Green arrow indicates an example of cells accumulating between adipocytes. (Scale bar, 100 μm left images; 500 μm right images) (*n* = 9 CTL mice, *n* = 9 L1/2-KO mice). (**B**) UMAP of clusters identified from single-cell RNA-sequencing of CTL (LATS1/2^ff^; noCre) (*n* = 2) and LATS1/2-KO (LATS1/2^ff^; lsl-EYFP; Krt8CreERT2) (*n* = 2) mammary glands. (**C**) UMAP of single-cell RNA-sequencing clusters colored by condition. (**D**) UMAPs of transcriptional markers of epithelial, fibroblast, endothelial, and immune cell populations. (**E**) Composition of single-cell RNA-sequencing clusters colored by condition, along with the top differentially expressed gene in every cluster relative to all other clusters (ranked by Log2FC and using genes expressed in at least 50% of cells in the cluster), predicted cell type, number of cells in each cluster, and q-values derived from Fisher’s Test demonstrating differences in cluster compositions. Cluster annotations are colored according to epithelial and stromal cell identities. Composition percentages are normalized to the total cell counts per sample. Source data are available online for this figure.

**Figure EV1:**
Epithelial and stromal alterations in basal-like mammary carcinomas driven by LATS1/2 deletion. (**A**) Immunofluorescence staining for DAPI, KRT14, and KRT8 in CTL and LATS1/2-KO mammary glands (Scale bar, 50 μm) and quantification of nuclei counts per area in the mammary stroma (*n* = 6 CTL mice, *n* = 6 L1/2-KO mice, 5 regions analyzed per mouse. Data are shown with mean ± SEM. Two-tailed unpaired T-test). (**B**) Heatmap of the top 10 differentially expressed genes in each cluster (ranked by Log2FC and using genes expressed in at least 50% of cells in the cluster). Note that if a gene is duplicated in the top 10 genes of two separate clusters, it is only shown once. (**C**) Violin plot of EYFP expression across all clusters (*n* = 3496 cells for C1, *n* = 2666 cells for C2, *n* = 2458 cells for C3, *n* = 1607 cells for C4, *n* = 1483 cells for C5, *n* = 1156 cells for C6, *n* = 1031 cells for C7, *n* = 928 cells for C8, *n* = 799 cells for C9, *n* = 611 cells for C10, *n* = 603 cells for C11, *n* = 440 cells for C12, *n* = 417 cells for C13, *n* = 369 cells for C14, *n* = 140 cells for C15). (**D**) UMAP of cell groups specified for CellChat analyses.

The reorganization of the stromal compartment in Lats1/2^ff^; lsl-EYFP; Krt8CreERT2 mice raised questions about the composition of these cell populations and their potential relationship to carcinoma development. To elucidate the changes in mammary stromal and epithelial cell populations of Lats1/2^ff^; lsl-EYFP; Krt8CreERT2 mice, we isolated cells from the mammary glands of control (Lats1/2^ff^; no Cre) and Lats1/2-KO (Lats1/2^ff^; lsl-EYFP; Krt8CreERT2) mice and performed single-cell RNA-sequencing. 

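The UMI counts of 4 10X Genomics libraries were analysed, 1 per mouse, from 2 CTL and 2 LATS1/2-KO mammary glands collected 7 days after the last of 5 doses of 2 mg tamoxifen. The LATS1/2-KO mouse of replicate 1 carried 1 lsl-EYFP allele and that of replicate 2 carried 2. The authors' deposited counts, made with Cell Ranger 6.1.2, hold 28693 genes in 20324 barcodes. Barcodes with more than 500 genes and under 20% mitochondrial UMIs were kept, the limits of the paper's Methods, which removed 2124 and left 4914 and 3515 cells in CTL replicates 1 and 2 and 4499 and 5272 cells in LATS1/2-KO replicates 1 and 2. Their median depth was 7443.5 and 10141 UMIs per cell in CTL and 6724 and 5962.5 in LATS1/2-KO. A limit of 10% mitochondrial UMIs would keep 16706 cells in place of 18200. Cells of one mouse are not independent replicates, so the counts of each cell class were summed per library and the 4 mice were compared (n = 2 per condition). With 2 mice against 2, the smallest two-sided p of an exact permutation test is 0.33, so that no share of cells can reach 0.05 by that test. Shares are therefore given per library with exact binomial (Clopper-Pearson) 95% intervals, which cover counting error and not the variation between mice. The labels name no batch, and batch was not a term in any comparison of the conditions.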

Samples were sorted for viability, but no additional measures were used to isolate cell types prior to collectively running the samples on the 10X Genomics platform. We sequenced cells from two mice per condition and analyzed between 3515 to 5274 total cells per mouse after applying quality control as described in the Methods. PC analysis based on the top 3000 highly variable genes identified by SCtransform was performed and cells were clustered based on the Louvain graph-based method applied to the top 20 PCs. 

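These steps, repeated on the 18200 cells at resolution 0.4, gave 18 clusters of 25 to 3651 cells. The number moved most with the resolution, to 13 clusters at 0.2 and 24 at 0.8. It was 18 with log-normalized counts in place of SCTransform and 14 when cells over 10% mitochondrial UMIs were left out. The clusters were named from marker lists fixed beforehand, each name resting on at least 3 markers. The stromal subtypes were taken from the clustering at 0.8, a choice made after seeing that 0.4 did not separate them and with the paper's subtype sizes in view. At 0.4 one cluster of myCAF-like cells (222 cells at 0.8) lay with the PVL-like cells in a cluster of 388, and the other (170 cells at 0.8) lay with the iCAF-like cells in a cluster of 1166. A pair of epithelial clusters was left without a lineage name. One, of 283 cells, did not reach 3 markers of any lineage. The other, of 104 cells, carried 7 luminal ER- markers but was left unnamed for its low depth (median 1621 UMIs) and the absence of those markers among its 10 leading genes. Cells left unnamed were 1.23 ± 0.0127% of CTL and 2.95 ± 0.981% of LATS1/2-KO libraries (SD, n = 2), by limits chosen after marker levels of the clusters had been seen.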

Uniform Manifold Approximation and Projection (UMAP) was then used to visualize the resultant cell clusters (Fig. 1B). There were significant differences in cell clustering dependent on condition (Fig. 1C). Using defined gene markers for epithelial (*Epcam*), immune (*Ptprc*), endothelial (*Pecam1*), and fibroblast/perivascular (*Pdgfrb*) cells, we found that each of these populations were represented in our data (Fig. 1D). 

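In the summed counts, *Epcam* stood at 3280 ± 214 CPM in epithelial cells of CTL and 2086 ± 155 in those of LATS1/2-KO (SD, n = 2 libraries each), against 227 to 424 over the cells of the other classes. *Ptprc* reached 890 ± 14.6 in CTL lymphocytes and 211 ± 37.8 in LATS1/2-KO macrophages (SD, n = 2), and stayed at 1.04 ± 0.0909 in LATS1/2-KO epithelial cells (SD, n = 2). *Pecam1* was 1262 ± 57.3 in CTL and 1080 ± 21.2 in LATS1/2-KO endothelial cells (SD, n = 2). *Pdgfrb* was 134 ± 14.7 in the iCAF-like, 347 ± 14.8 in the myCAF-like and 579 ± 60.5 in the PVL-like cells of LATS1/2-KO (SD, n = 2), and 1.77 ± 0.00778 in epithelial cells of the same libraries (SD, n = 2). The *Epcam* counts of the other classes include free RNA. From *Krt8*, *Krt18*, *Wfdc18*, *Csn3*, *Plet1* and *Trf*, it was estimated at 4.42 to 28.95% of the UMIs of fibroblasts, endothelial cells, lymphocytes and macrophages, depending on class and library, which counts any true expression of these genes as free RNA.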

Further analysis revealed specific marker genes differentially expressed in each cluster, which we used to manually annotate clusters by cell type (Figs. 1E and EV1B). Of note, mature adipocytes were not identified, likely due to the difficulty of isolating and capturing these cells for single-cell sequencing (Van Hauwaert et al, 2021). 

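A cluster of 25 cells whose leading genes were *Cfd*, *Retn*, *Cidec*, *Car3* and *Adipoq* met the marker rule for mature adipocytes. All 25 cells came from LATS1/2-KO replicate 2, where they made up 0.474% of the cells (95% interval 0.307 to 0.699). The other libraries held 0 such cells, and 3 cells would be 0.0611% of CTL replicate 1, 0.0853% of CTL replicate 2 and 0.0667% of LATS1/2-KO replicate 1. The 25 cells had a median of 10950 UMIs, above the 5962.5 of their library, and 0 of them were among the 4.21% of that library's cells with the highest doublet scores. With cells over 10% mitochondrial UMIs left out, 0 cells of any library fell into such a cluster.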

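Composition was measured from each cluster's share of the cells of a library, averaged over the libraries of a condition, so that libraries of different size weigh the same. Of the 18 clusters, 13 held at least 95% of their composition in a single condition, 5 in CTL and 8 in LATS1/2-KO. These 13 clusters held 84.8% of all cells, and 11 of them were epithelial, out of 12 epithelial clusters. Among the other cell classes the macrophage cluster (95.1% LATS1/2-KO) and the small adipocyte-like cluster passed the limit, while fibroblasts, endothelial cells and lymphocytes were drawn from both conditions. At resolution 0.8 both myCAF-like clusters also passed (100% and 98.8% LATS1/2-KO), and at the 10% mitochondrial limit the macrophage cluster did not (94.98%). When the genes that changed between the conditions were left out before clustering, 2 of 19 clusters passed, with 0 of them epithelial and 0.264% of the cells; taking out those genes lowers the separation by construction.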

Many of the identified clusters showed compositional differences between conditions and were nearly entirely represented in only one of the two conditions, highlighting strong differences in cellular phenotypes in the Lats1/2^ff^; lsl-EYFP; Krt8CreERT2 mice relative to controls.

### Lats1/2-null epithelial cells show distinct signaling to stromal cells

As expected, we observed several changes in mammary epithelial cell phenotypes resulting from Lats1/2 inactivation. To better define luminal and basal cell lineages in our data, we used previously identified markers of luminal hormone receptor-positive (HR+), luminal hormone receptor negative (HR-), and basal cells to differentiate these populations (Fig. 2A) (Bach et al, 2017). We were able to assign clusters from both treatment conditions to each of these three epithelial lineages. 

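Lineage markers placed 5041 CTL and 4993 LATS1/2-KO cells in the luminal ER- class, 2440 and 636 in the luminal ER+ class, and 358 and 925 in the basal class. As a share of all cells per library, luminal ER- cells went from 59.8 ± 0.132% to 51.3 ± 3.87% and luminal ER+ cells from 29.0 ± 0.845% to 6.83 ± 5.80% (SD, n = 2 libraries per condition). Basal cells went from 4.29 ± 0.404% to 9.42 ± 0.900% (SD, n = 2). In each of these classes both LATS1/2-KO libraries lay on the same side of both CTL libraries. The luminal ER+ share differed between the LATS1/2-KO libraries themselves, at 10.9% (95% interval 10.0 to 11.9) in replicate 1 and 2.73% (2.31 to 3.21) in replicate 2. It also depended most on the processing, as the fall of 22.2 percentage points became one of 11.0 with log-normalized counts. In that setting the CTL share was 22.4 ± 0.0493% and the LATS1/2-KO share 11.4 ± 6.88% (SD, n = 2), with 561 CTL and 0 LATS1/2-KO epithelial cells left without a lineage name, so fewer CTL and more LATS1/2-KO cells were named luminal ER+. Shares of one sample sum to 100%, so a class that expands lowers the shares of the others.

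**Figure D1:**
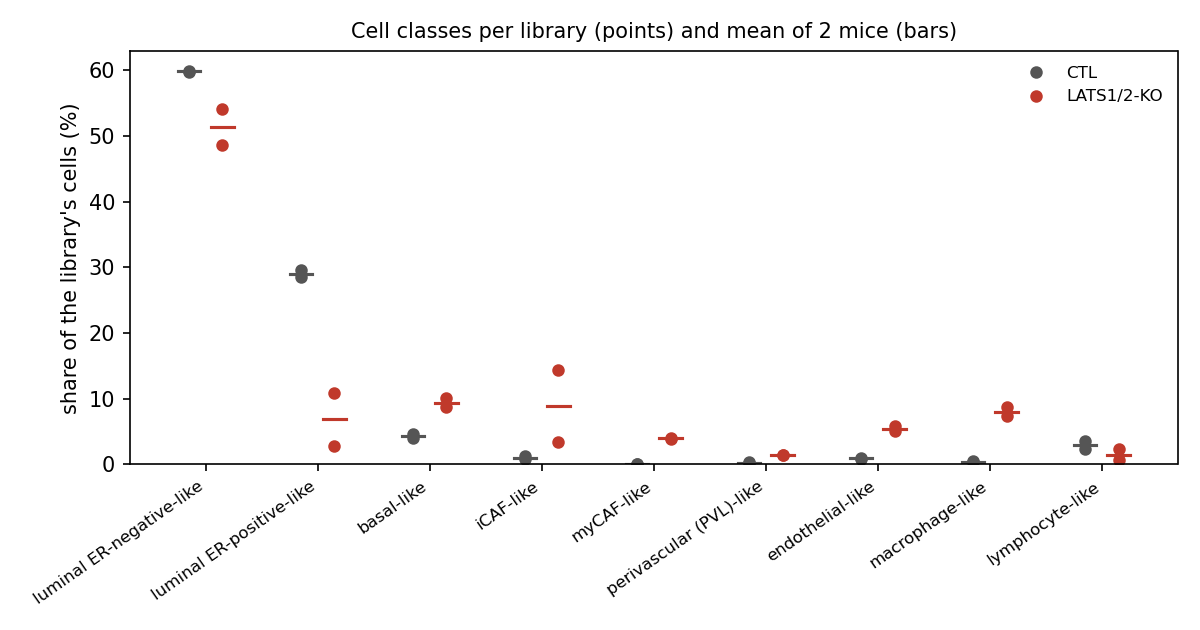
Share of all cells per library in each cell class, for 2 CTL and 2 LATS1/2-KO libraries. Points are single libraries and bars are the means of the 2 mice of a condition.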

The distinct epithelial clusters in this model allowed us to group and rename the epithelial cell types according to their cell lineage and predominant condition: Control (CTL) Luminal Estrogen Receptor negative (ER-), Knockout (KO) Luminal ER-, CTL Luminal ER positive (ER+), KO Luminal ER+, CTL Basal, and KO Basal (Fig. 2A). As the luminal ER- cell population represented multiple clusters for each condition, we grouped these together to give one CTL Luminal ER- and one KO Luminal ER- group.

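In luminal ER- cells, *Lats1* stood at 29.1 and 28.6 CPM in the CTL libraries and at 12.4 and 14.4 in the LATS1/2-KO libraries, and *Lats2* at 17.0 and 18.9 and at 25.7 and 27.0. The log2 fold change was -1.10 for *Lats1* (adjusted p = 0.000138) and 0.55 for *Lats2* (adjusted p = 0.00256; edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). These 3' counts do not show whether a transcript holds the floxed exons. Luminal ER+ cells held *Lats1* at 22.2 ± 0.344 CPM in CTL and 20.8 ± 4.95 in LATS1/2-KO (SD, n = 2), and in basal cells its log2 fold change was 0.38 (adjusted p = 0.369; edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). Between LATS1/2-KO and CTL, 8791 of 13644 genes tested changed in luminal ER- cells at an adjusted p under 0.05, 4595 of them higher in LATS1/2-KO. In luminal ER+ cells 3582 of 12514 genes changed and in basal cells 3076 of 9461. The luminal ER- count moved most when a log2 fold change of at least 0.6 was also required, to 6632, and stood at 7552 with DESeq2. The luminal ER+ count was less stable, at 2068 with equal depth per sum and 5133 with classes from log-normalized counts, and the basal count was 1501 with DESeq2. At an adjusted p under 0.05 the effect differed between the luminal classes themselves for 3917 genes (interaction term of the same test). Each mouse gave sums to both luminal classes, so the mouse was a block in that model. The count without the block was not computed.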

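The genes named at the extremes of each class followed a rule fixed beforehand: the 3 largest and the 3 smallest log2 fold changes among changed genes whose libraries did not overlap. In luminal ER- cells *Igfbp2* rose by a log2 fold change of 11.62, from 15 UMIs in CTL to 70398 in LATS1/2-KO, and *Crct1* and *A430105I19Rik*, with 0 UMIs in CTL, were at least 411-fold and at least 188-fold higher. *Cck* fell to a log2 fold change of -9.96, and *Gfra3* and *Cyp4x1os* had 0 UMIs in LATS1/2-KO, at least 55.0-fold and at least 33.2-fold lower. In luminal ER+ cells *Igfbp2* was the largest (log2 fold change 10.18, and 9.19 to 13.17 with one library left out at a time). It was followed by *Dkk2* and *Phgr1* (at least 80.4-fold and 69.9-fold higher), with *Sbp*, *Esrrb* and *Dnali1* at least 11.5-fold, 10.2-fold and 9.76-fold lower. Basal cells had *Tnc*, *Cpxm1* and *Hist1h2ap* at the upper end, the latter pair at least 20.1-fold and 15.2-fold higher and all 3 with 0 UMIs in CTL. *Cck* and *Wdr78* were at least 119-fold and 20.4-fold lower there, and *1500015O10Rik* was the other at the lower end. Of the 1524 genes higher in basal cells, 46.3% lay above the level of the library's own summed cells in both LATS1/2-KO libraries, so for the others free RNA was not excluded.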

**Figure 2:**
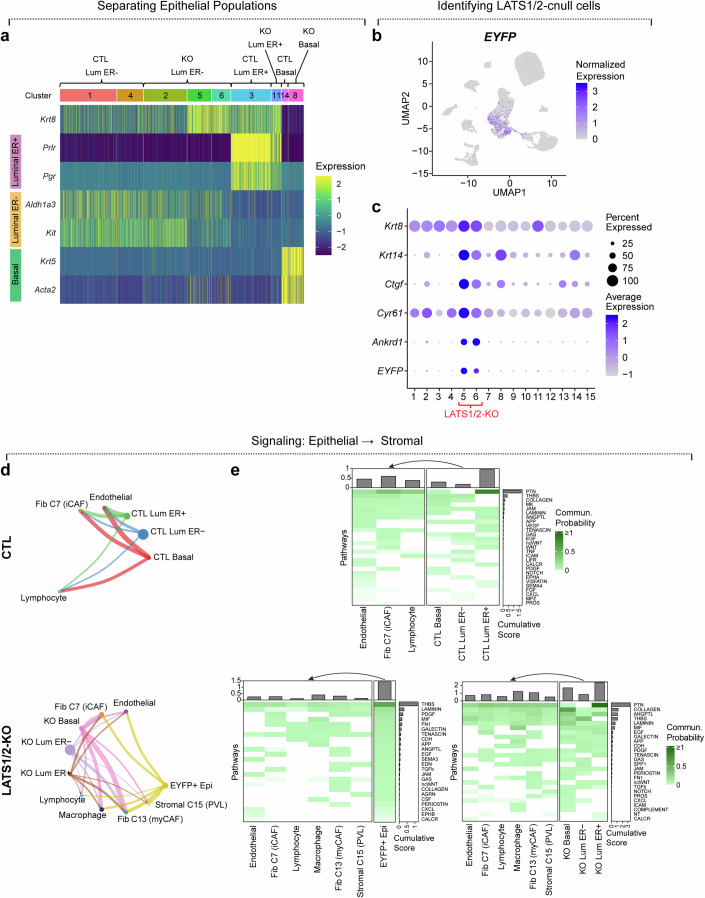
Characterization of epithelial-derived signaling pathways. (**A**) Heatmap of marker genes of luminal and basal mammary cell fate across epithelial clusters, along with designation of epithelial cell type, predominant condition represented in each cluster, and revised groupings of epithelial cells. (**B**) UMAP of *EYFP* expression across all clusters. (**C**) Dot heatmap of transcriptional markers of luminal-basal plasticity, YAP/TAZ targets, and *EYFP*. (**D**) CellChat circle plots showing communication networks between epithelial cell groups (senders) and stromal cell groups (receivers) in CTL and LATS1/2-KO mammary glands. Line widths represent the total number of interactions identified. (**E**) Heatmap of communication probabilities of signaling pathways from epithelial groups to stromal groups in CTL and LATS1/2-KO mammary glands.

We next sought to define cells that aligned with Cre activity in our Lats1/2^ff^; lsl-EYFP; Krt8CreERT2 mice. Analysis of *EYFP* expression across all clusters revealed predominant *EYFP* expression present in Clusters 5 and 6, which we had assigned to the KO Luminal ER- group (Figs. 2B and EV1C). This observation is consistent with prior findings that basal-like carcinomas share characteristics of ER- luminal progenitor cells, and that ER- luminal progenitors can serve as an origin of basal-like carcinomas (Kern et al, 2022; Lim et al, 2009; Molyneux et al, 2010). 

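*EYFP* was detected (at least 1 UMI) in 20.6% of the epithelial cells of LATS1/2-KO replicate 1 (95% interval 19.2 to 21.9) and 25.6% of those of replicate 2 (24.1 to 27.1). CTL epithelial cells, which carry no Cre, gave 0.378% (30 of 7943), and cells that were not epithelial gave 3.17% in LATS1/2-KO, at a median of 3888 UMIs against 7836 in the epithelial cells. Detection grows with depth. After thinning to 2000 UMIs per cell the epithelial shares were 9.61% and 13.2%, against 1.26% over the other cells. A group of 4 clusters in which over 10% of cells were *EYFP*+ held 80.3% of the 1668 *EYFP*+ cells of the LATS1/2-KO libraries. The largest was the luminal ER- cluster led by *Ube2c* and *Ankrd1*, with 38.0% and 53.7% *EYFP*+ cells in replicates 1 and 2. The luminal ER- cluster led by *Ptgs2* and *Sox11*, of lower depth (median 3233 UMIs), had 15.1% and 25.0%. The unnamed epithelial cluster of 283 cells led by *Crct1* and *Msln* had 81.7% and 94.1%, and the LATS1/2-KO luminal ER+ cluster 8.95% and 21.3%. Thinned, the last was 3.17% and 7.87%, the only one of the 4 under the limit of 10% in both libraries. Basal cells had 3.80% and 4.91%, close to the share over the cells that were not epithelial. The paper relates this distribution to earlier reports of ER- luminal progenitors as an origin of basal-like carcinomas.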

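Over all luminal ER- cells, summed per library, *Krt8* went from 3900 ± 46.2 CPM in CTL to 5492 ± 403 in LATS1/2-KO, and *Krt14* from 3.81 ± 0.717 to 1175 ± 219 (SD, n = 2 per condition). Their log2 fold changes were 0.49 (adjusted p = 0.00610) and 8.26 (adjusted p = 1.38e-06; edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). Among the YAP/TAZ targets, *Ctgf* rose from 14.3 ± 3.67 to 616 ± 175 and *Ankrd1* from 3.55 ± 3.91 to 304 ± 65.5 (SD, n = 2), with log2 fold changes of 5.42 (adjusted p = 6.94e-06) and 6.36 (adjusted p = 0.000115; edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). With one library left out at a time the *Ankrd1* value ran from 5.58 to 8.58. *Cyr61* stayed at 786 ± 23.7 and 778 ± 78.9 (SD, n = 2), a log2 fold change of -0.02 (adjusted p = 0.910; edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). By cluster, *Cyr61* was 1501 and 1629 in the LATS1/2-KO cells led by *Ptgs2* and *Sox11*, 766 and 898 in those led by *Ube2c* and *Ankrd1*, and 779 and 745 in the largest CTL cluster of the class.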

As we reported that Lats1/2-null cells exhibit luminal-basal plasticity and strong YAP/TAZ-driven signatures in the Lats1/2^ff^; lsl-EYFP; Krt8CreERT2 model, we further confirmed the presence of Lats1/2-null cells by analyzing expression of *Krt8*, *Krt14*, and the YAP/TAZ targets *Ctgf*, *Cyr61*, and *Ankrd1* across all cell clusters, observing strong co-expression of these genes in Clusters 5 and 6 (Fig. 2C) (Kern et al, 2022).

As the carcinomas that form in this model are driven by epithelial-specific inactivation of Lats1/2, we hypothesized that the epithelium must signal to other cell populations to elicit the observed stromal changes. To define such signals in our single-cell RNA-sequencing dataset we used CellChat (Jin et al, 2021), a tool that integrates expression of ligands, receptors, and cofactors in single-cell RNA-sequencing data with prior knowledge of signaling patterns to predict crosstalk between cell groups. We defined thirteen cell groups in our dataset which we used for all CellChat analyses in this study (Fig. EV1D), including six epithelial groups according to the groups defined in Fig. 2A, as well as unique groups for each fibroblast/stromal cluster (C7, C13, and C15), macrophages (C9), endothelial cells (C10), and lymphocytes (C12). We additionally designated a separate group for epithelial cells expressing *EYFP* in the Lats1/2 KO samples to mark Cre active Lats1/2-KO cells. We performed all CellChat analyses in this study separately between control and Lats1/2-KO samples to avoid false positive signaling results between the two conditions. The results of all CellChat analyses performed between cell populations can be viewed in Dataset EV1.

We first sought to agnostically determine the major signals between epithelial cells and all stromal cell types in our data (Fig. 2D,E). This analysis identified signaling axes between epithelial groups and every stromal cell type. Some shared epithelial-stromal communication pathways were observed between CTL and Lats1/2-KO samples, including strong representation of Thrombospondin (THBS) from Lum ER- cells, and Collagen from basal cells. However, these pathways showed stronger communication scores in the Lats1/2-KO samples relative to control, suggesting amplification of these signals in Lats1/2-dysregulated epithelia. 

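CellChat was not rerun, and the levels of ligand genes are given in its place. In luminal ER- cells *Thbs1* was 264 ± 68.0 CPM in CTL and 493 ± 54.7 in LATS1/2-KO (SD, n = 2), a log2 fold change of 0.90 (adjusted p = 0.00343; edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). In basal cells 22 collagen genes were tested and their median log2 fold change was 0.46, with 9 higher and 6 lower at an adjusted p under 0.05 over all genes, and 19 changed when adjusted over the list alone. As a set the basal collagens had an adjusted p of 0.0864 with camera and 0.0318 with fry (Benjamini-Hochberg over the classes). *Col1a1* went from 9.01 ± 0.127 to 113 ± 0.814 (SD, n = 2), a log2 fold change of 3.64 (adjusted p = 4.55e-08; edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), and *Col14a1*, the collagen with the lowest adjusted p there, had one of -5.34 (adjusted p = 3.04e-10, the same test). Fibroblast RNA free in the droplets would raise the same collagens. Free RNA was estimated at 21.1% and 16.2% of the basal UMIs in the LATS1/2-KO libraries and at 17.9% and 14.1% in the CTL libraries. From the communication scores the paper proposes an amplification of both signals in Lats1/2-dysregulated epithelia.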

Several shared pathways were observed in EYFP+ (Cre active) and EYFP- (Cre inactive) Lats1/2-KO epithelial cells, including Epidermal Growth Factor (EGF), Platelet derived growth factor (PDGF), Junctional Adhesion Molecule (JAM), Periostin, Fibronectin-1 (FN1), Transforming Growth Factor-beta (TGFb) and Calcitonin receptor (CALCR) signaling. However, EYFP+ (Cre-active) Lats1/2-KO epithelial cells also exhibited several unique pathways including Semaphorin-3 (SEMA3), Colony stimulating factor (CSF), and Ephrin-B (EPHB) signaling. 

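Among luminal ER- cells of the LATS1/2-KO libraries, 524 of 2432 cells in replicate 1 and 694 of 2561 in replicate 2 were *EYFP*+, and they were compared with the *EYFP*- cells of the same mouse (mouse as block). Between them 4972 of 12798 genes changed at an adjusted p under 0.05, and 1906 of these by a log2 fold change of at least 0.6. With all cells thinned to 2000 UMIs the count was 2314, and without the block 622. The unnamed epithelial cluster of 283 cells, the richest in *EYFP*+ cells, was not part of this comparison. *Sema3c* was 62.5 ± 6.19 in *EYFP*- and 136 ± 39.3 CPM in *EYFP*+ cells and *Sema3e* 18.2 ± 1.88 and 36.5 ± 5.39 (SD, n = 2 mice), with log2 fold changes of 1.11 (adjusted p = 1.32e-06) and 1.02 (adjusted p = 3.26e-05; edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). *Efnb1* and *Efnb2* differed by a log2 fold change of -0.06 (adjusted p = 0.637) and 0.04 (adjusted p = 0.769; edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). *Lats1* itself was lower in *EYFP*+ cells, at 9.84 ± 1.62 against 18.4 ± 2.47 (SD, n = 2; log2 fold change -0.90, adjusted p = 0.000110, edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). The pathways predicted for these cells alone led the authors to examine which of them mediate stromal alterations.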

The identification of these prompted us to further interrogate specific pathways mediating stromal alterations that are driven by Hippo inactivation.

### Carcinomas driven by Lats1/2 inactivation display increases in cancer-associated fibroblast populations that share characteristics with human tumors

We noted that CellChat analysis revealed interactions between *EYFP*^+^ (Cre active) cells and multiple fibroblast-like cell populations (Fig. 2D,E), leading us to explore these populations further. Immunofluorescence staining for Platelet Derived Growth Factor Receptor β (PDGFRβ), a marker of fibroblasts and perivascular cells (Kalluri, 2016), demonstrated increases in PDGFRβ^+^ cells in the stroma of Lats1/2-KO mice, with notable presence surrounding mammary ducts (Figs. 3A and EV2A). In addition, staining for αSMA, a marker of fibroblast-to-myofibroblast activation (Kalluri, 2016), revealed the presence of αSMA^+^PDGFRβ^+^ fibroblasts immediately adjacent to the basement membrane in Lats1/2^ff^; lsl-EYFP; Krt8CreERT2 mice, suggesting myofibroblast presence in these mammary glands (Fig. 3B).

**Figure 3:**
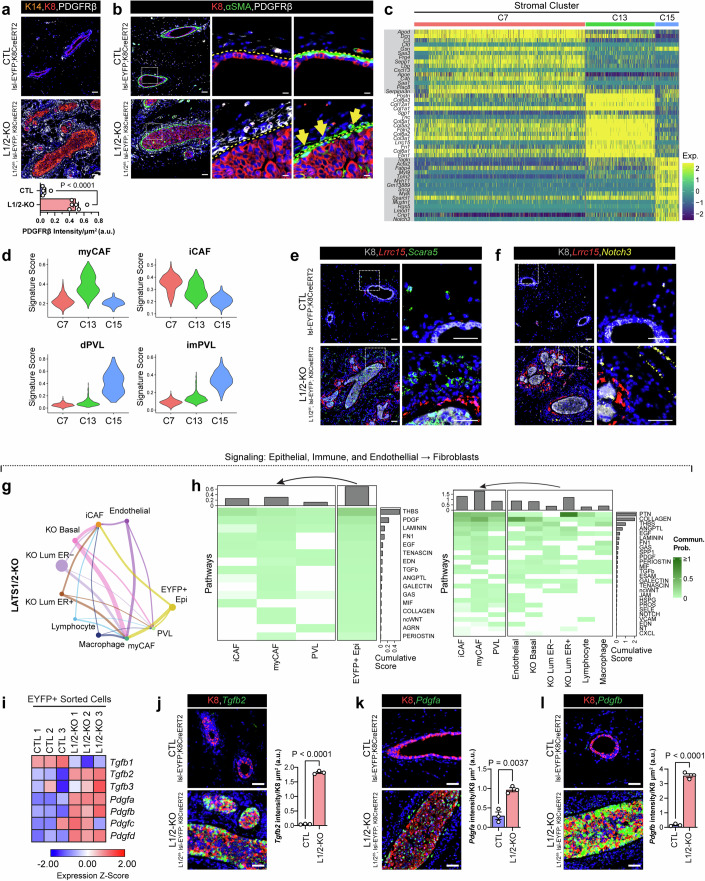
Accumulation of cancer-associated fibroblasts in the mammary stroma of mice with LATS1/2 inactivation. (**A**) Immunofluorescence staining for KRT14, KRT8, and PDGFRβ in CTL and LATS1/2-KO mammary glands (Scale bar, 50 μm) and quantification of PDGFRβ intensity/area (*n* = 6 CTL mice, *n* = 6 L1/2-KO mice, 5 regions analyzed per mouse. Data are shown with mean ± SEM. Two-tailed unpaired T-test). (**B**) Immunofluorescence staining for KRT8, αSMA, and PDGFRβ in CTL and LATS1/2-KO mammary glands. Shown on the right are subset images of the regions outlined by the dashed boxes on the left. Yellow dotted lines are drawn to approximate the location of the basement membrane. Yellow arrows indicate αSMA^+^PDGFRβ^+^ cells (Scale bar: 50 μm left images; 10 μm right images) (*n* = 3 CTL mice, *n* = 3 L1/2-KO mice). (**C**) Heatmap of top differentially expressed genes (ranked by Log2FC and expressed in >0 percent of cells) between three fibroblast/stromal clusters represented in single-cell RNA-sequencing data. (**D**) Correlation of human TNBC CAF and stromal signatures to signatures of stromal populations identified via single-cell RNA-sequencing on CTL and LATS1/2-KO mammary glands (*n* = 1031 cells for C7, *n* = 417 cells for C13, *n* = 140 cells for C15). (**E**) RNAscope of *Lrrc15* and *Scara5* along with IF for KRT8 in CTL and LATS1/2-KO mammary glands. Shown on the right are subset images of the regions outlined by the dashed boxes on the left (Scale bar 50 μm) (*n* = 3 CTL mice, *n* = 3 L1/2-KO mice). (**F**) RNAscope of *Lrrc15* and *Notch3* along with IF for KRT8 in CTL and LATS1/2-KO mammary glands. Shown on the right are zoomed images of the regions outlined by the dashed boxes on the left (Scale bar 50 μm) (*n* = 3 CTL mice, n = 3 L1/2-KO mice). (**G**) CellChat circle plots showing communication networks from epithelial and stromal cell groups (senders) to iCAF, myCAF, and PVL groups (receivers) in LATS1/2-KO mammary glands. Line width represents the total number of interactions identified. (**H**) Heatmap of communication probabilities of signaling pathways from epithelial and stromal cell groups to iCAFs, myCAFs, and PVL cells in LATS1/2-KO mammary glands. (**I**) RNA-sequencing expression of PDGF and TGF-β ligands in sorted EYFP^+^ cells from CTL (lsl-EYFP; Krt8CreERT2) and LATS1/2-KO (LATS1/2^ff^; lsl-EYFP; Krt8CreERT2) mouse mammary glands. (**J**–**L**) RNAscope for *Tgfb2* (**J**), *Pdgfa* (**K**), and *Pdgfb* (**L**) in CTL and LATS1/2-KO mammary glands, along with IF for KRT8 (Scale bars 50 μm) and quantification of *Tgfb2*, *Pdgfa*, and *Pdgfb* intensity/K8+ area (*n* = 3 CTL mice, *n* = 3 L1/2-KO mice each for (**J**–**L**), 5 regions analyzed per mouse. Data are shown with mean ± SEM. Two-tailed unpaired T-tests). Source data are available online for this figure.

**Figure EV2:**
Accumulation of cancer-associated fibroblasts in the mammary stroma of mice with LATS1/2 inactivation. (**A**) Immunofluorescence staining for KRT14, KRT8, and PDGFRβ in CTL and LATS1/2-KO mammary glands. Dashed boxes indicate subsets shown in Fig. 3A (Scale bar, 500 μm). (**B**–**D**) UMAPs of transcriptional markers of the iCAF (*Scara5*) (**B**), myCAF (*Lrrc15*) (**C**), and PVL (*Notch3*) (**D**) populations, along with violin plots of the expression of each gene across all clusters (For violin plots in (**B**–**D**), *n* = 3496 cells for C1, *n* = 2666 cells for C2, *n* = 2458 cells for C3, *n* = 1607 cells for C4, *n* = 1483 cells for C5, *n* = 1156 cells for C6, *n* = 1031 cells for C7, *n* = 928 cells for C8, *n* = 799 cells for C9, *n* = 611 cells for C10, *n* = 603 cells for C11, *n* = 440 cells for C12, *n* = 417 cells for C13, *n* = 369 cells for C14, *n* = 140 cells for C15). (**E**) RNAscope of *Lrrc15* and *Scara5* along with IF for KRT8 in CTL and LATS1/2-KO mammary glands. Dashed boxes indicate subsets shown in Fig. 3E (Scale bar, 500 μm) (*n* = 3 CTL mice, *n* = 3 L1/2-KO mice). (**F**) RNAscope of *Lrrc15* and *Notch3* along with IF for KRT8 in CTL and LATS1/2-KO mammary glands. Dashed boxes indicate subsets shown in Fig. 3F (Scale bar, 500 μm) (*n* = 3 CTL mice, *n* = 3 L1/2-KO mice). (**G**) CellChat circle plots showing communication networks from epithelial and stromal cell groups (senders) to iCAF group (receiver) in CTL mammary glands. Line width represents the total number of interactions identified. (**H**) Heatmap of communication probabilities of signaling pathways from epithelial and non-fibroblast-associated stromal cell groups to the iCAF population in CTL mammary glands. (**I**–**K**) RNAscope for *Tgfb2* (**I**), *Pdgfa* (**J**), and *Pdgfb* (**K**) in CTL and LATS1/2-KO mammary glands, along with IF for KRT8. Dashed boxes indicate subsets shown in Fig. 3J–L (Scale bar, 200 μm) (*n* = 3 CTL mice, *n* = 3 L1/2-KO mice each for **I**–**K**).

We observed several separate clusters of stromal cells with fibroblast-associated markers in our single-cell RNA-sequencing data, specifically clusters 7, 13, and 15. 

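The fibroblast-like clusters of the LATS1/2-KO libraries were compared as sums per mouse (mouse as block), in 151 and 759 iCAF-like, 177 and 213 myCAF-like and 64 and 75 PVL-like cells of replicates 1 and 2. The cells had been clustered on the same genes, so the counts describe the clusters and are not independent evidence for them. *Clec3b*, *Cilp*, *Tagln* and *Higd1b*, given below, were also among the markers that named the clusters, so their differences are partly built in. Between myCAF-like and iCAF-like cells 1801 of 8872 genes differed at an adjusted p under 0.05, between PVL-like and iCAF-like cells 1636, and between PVL-like and myCAF-like cells 1468. The first count moved most, to 817, when the cells with the highest Scrublet scores were left out, an alternative added after seeing the data. Cells also changed subtype in that setting, as replicate 1 went from 151 to 196 iCAF-like and from 177 to 110 myCAF-like cells. The first count was 1664 when the fibroblasts were clustered again without extracellular matrix genes.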

Differential expression analysis on these three clusters revealed specific genes enriched in each population (Fig. 3C). Cluster 7 exhibited a mix of genes, several associated with immune and inflammatory-related processes. 

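Measured against iCAF-like cells, the largest values in myCAF-like cells were those of *Prokr2* (at least 45.0-fold higher), *Cspg4* (log2 fold change 7.56) and *Susd5* (at least 8.36-fold), and *Prokr2* and *Susd5* were not called once the highest Scrublet scores were removed. *Vtn* was at least 42-fold lower, and *Cxcl13* and *Clec3b* had log2 fold changes of -8.94 and -7.94. *Cxcl13* was 448 ± 583 CPM in iCAF-like cells (SD, n = 2), so that its level rests on one mouse.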

Cluster 13 strongly expressed ECM-associated genes. Cluster 15 expressed genes associated with a smooth muscle cell and vascular cell state, suggesting a vascular-associated identity for these cells. 

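PVL-like cells had higher *Acta2* and *Tagln* than iCAF-like cells, with log2 fold changes of 6.53 (adjusted p = 2.50e-10) and 7.55 (adjusted p = 2.59e-09; edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). At the extremes against iCAF-like cells were *Gja4* (log2 fold change 9.64), *Olfr558* and *Pln* (at least 107-fold and 105-fold higher) and *Saa1*, *Chl1* and *Clec3b* (at least 107-fold, 44.6-fold and 42.9-fold lower). Against myCAF-like cells these were *Timp4*, *Gja4* and *Higd1b* (at least 210-fold, 208-fold and 124-fold higher) and *Mfap4*, *F5* and *Cilp* (at least 86.2-fold, 52.3-fold and 39.9-fold lower).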

Prior studies have identified stromal cell populations with distinct gene expression programs in human breast cancer (Costa et al, 2018; Kieffer et al, 2020; Wu et al, 2021; Wu et al, 2020), so we wondered whether the populations we observed resemble those in human disease. Four distinct populations of tumor-associated CAF and stromal cells have been described in human TNBC: myofibroblast-like CAFs (myCAFs), inflammatory CAFs (iCAFs), differentiated perivascular-like cells (dPVLs), and immature perivascular-like cells (imPVLs) (Wu et al, 2020), all named based on their patterns of differentially expressed genes and similarities to pancreatic cancer CAFs described in other studies (Biffi et al, 2019; Elyada et al, 2019; Ohlund et al, 2017). To assess the similarity of these human TNBC stromal populations to those we observe in Lats1/2^ff^; lsl-EYFP; Krt8CreERT2 mice, we compared the transcriptional signatures of each (Wu et al, 2020) to those of our own cell populations (Fig. 3D), which revealed that each of the fibroblast clusters we observed in the Lats1/2-null microenvironment correlated with a distinct human cell population. Cluster 7 displayed a strong enrichment for iCAF genes, Cluster 13 was enriched for myCAF genes, and Cluster 15 was enriched for PVL genes. We therefore labeled these clusters “iCAF”, “myCAF”, and “PVL” in our single-cell RNA-sequencing data.

To validate the presence of these separate CAF/stromal subpopulations and view their spatial distribution in the mammary glands of Lats1/2^ff^; lsl-EYFP; Krt8CreERT2 mice, we identified unique genes highly associated with each population: *Scara5* to mark iCAFs, *Lrrc15* to mark myCAFs, and *Notch3* to mark PVL cells (Fig. EV2B–D). These genes are also conserved in human TNBC iCAF, myCAF, and PVL populations (Kieffer et al, 2020; Wu et al, 2020). 

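In the LATS1/2-KO libraries *Scara5* was 439 ± 64.2 CPM in iCAF-like cells, against 24.4 ± 6.1 in myCAF-like and 41.3 ± 12.9 in PVL-like cells (SD, n = 2). *Lrrc15* was 871 ± 62.2 in myCAF-like cells, against 15.2 ± 4.60 and 72.0 ± 44.8 in iCAF-like and PVL-like cells (SD, n = 2). *Notch3* was 396 ± 186 in PVL-like cells, against 8.40 ± 3.06 and 17.3 ± 5.20 in iCAF-like and myCAF-like cells (SD, n = 2). Between myCAF-like and iCAF-like cells the log2 fold change was -4.18 for *Scara5* (adjusted p = 1.12e-08) and 5.89 for *Lrrc15* (adjusted p = 5.67e-09), and between PVL-like and iCAF-like cells it was 5.71 for *Notch3* (adjusted p = 1.88e-08; edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). *Scara5* and *Notch3* were also counted in CTL luminal ER- cells, at 93.6 ± 0.601 and 47.9 ± 1.97 (SD, n = 2). As a share of all cells, iCAF-like cells were 1.22% and 0.797% of the CTL libraries, and 3.36% (95% interval 2.85 to 3.92) and 14.4% (13.5 to 15.4) of LATS1/2-KO replicates 1 and 2. The size of the iCAF-like rise rests on replicate 2, as it was 2.35 percentage points without that library and 13.4 without replicate 1. PVL-like cells went from 0.287 ± 0.0837% to 1.42% in each LATS1/2-KO library (SD, n = 2), and myCAF-like cells from 2 cells in CTL replicate 1 and 0 in CTL replicate 2, where 3 cells would be 0.0853%, to 3.93% and 4.04%. The myCAF-like difference of 3.97 percentage points was 2.79 with cells over 10% mitochondrial UMIs left out.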

We then performed multiplexed RNAscope in situ hybridization on tissues from control and Lats1/2^ff^; lsl-EYFP; Krt8CreERT2 mice using probes specific for *Lrrc15*, *Scara5*, and *Notch3* (Figs. 3E,F and EV2E,F). This revealed distinct spatial patterns of these transcripts and their indicated cell types. We observed a striking presence of myCAFs immediately adjacent to the mammary ducts and developing carcinomas in Lats1/2-KO mice, whereas iCAFs and PVLs were dispersed throughout the stroma farther from ducts. iCAFs were interspersed throughout adipocytes, and PVL cells were often found surrounding blood vessels, supporting the PVL identity as perivascular-like. Together, this data demonstrates that CAFs present in the stroma of mammary carcinomas driven by Lats1/2 inactivation share similarities to CAFs in human TNBC, and that stromal CAF alterations develop during early initiation of basal-like carcinomas.

To determine potential mechanisms of CAF recruitment in Lats1/2^ff^; lsl-EYFP; Krt8CreERT2 mice, we next performed a CellChat analysis identifying signals being received by the iCAF, myCAF, and PVL populations from other cell groups (Figs. 3G,H and EV2G,H). The largest amount of signaling in LATS1/2-KO mice was predicted to occur towards myCAFs, and we identified several pathways signaling to the CAF populations, many of which were ECM-associated. Notably, the PDGF and TGF-β pathways were predicted as key signaling axes between *EYFP*^+^ cells and the CAF subclusters. In addition, RNA-sequencing from EYFP-sorted cells isolated from Lats1/2^ff^; lsl-EYFP; Krt8CreERT2 mice (Kern et al, 2022) indicated noticeable upregulation of ligands from both the PDGF family and TGF-β family in cells with Lats1/2 inactivation relative to control cells (Fig. 3I). 

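Of the ligands of these pathways, *Tgfb2* was 80.0 ± 0.271 CPM in *EYFP*- and 133 ± 4.71 in *EYFP*+ luminal ER- cells of the same mice, *Pdgfa* 121 ± 2.52 and 157 ± 5.30, and *Pdgfb* 128 ± 46.4 and 176 ± 19.7 (SD, n = 2 mice). The log2 fold changes were 0.73 (adjusted p = 3.54e-06), 0.38 (adjusted p = 0.000327) and 0.50 (adjusted p = 0.00118; edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). The *Pdgfb* value ran from 0.24 to 0.77 between the mice, and neither *Pdgfa* nor *Pdgfb* was called without the mouse as block. *Tgfb1* had a log2 fold change of -0.31 (adjusted p = 0.0572; edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment).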

The TGF-β and PDGF signaling pathways are established drivers of fibroblast activation and recruitment (Kalluri, 2016). Therefore, the upregulation of these signals in Lats1/2-null tumor cells suggest that they contribute to the recruitment and activation of the CAF populations observed in the stroma of these mice. To confirm expression of PDGF and TGF-β ligands in Lats1/2-null mammary carcinomas, we performed RNAscope in situ hybridization. This demonstrated robust increases in expression of *Tgfb2*, *Pdgfa*, and *Pdgfb* in the mammary glands of Lats1/2-KO mice, predominantly in epithelial carcinoma cells (Figs. 3J–L and EV2I–K).

### Distinct extracellular matrix changes accompany tumorigenesis in Lats1/2-null mammary carcinomas

We next sought to define the major functions of iCAFs, myCAFs, and PVLs in Lats1/2-null carcinomas. To do this, we performed CellChat analysis designating the iCAF, myCAF, and PVL groups as signal-sending groups and all other groups as receivers (Figs. 4A,B and EV3A,B). Of the pathways enriched in this analysis, we noticed a strong representation of ECM-associated pathways signaling from CAFs to other cell types. The myCAF group in particular showed strong communication through ECM pathways such as COLLAGEN, LAMININ, THBS, FN1, and TENASCIN, among others. This is in line with prior studies showing a strong ECM-associated signature in myCAF populations (Wu et al, 2020). 

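In myCAF-like against iCAF-like cells of the LATS1/2-KO mice, 23 collagen genes had a median log2 fold change of 2.50. At an adjusted p under 0.05, 20 were higher and 1 lower over all genes, and 21 changed when adjusted over the list alone. The set's p-value was 7.04e-18 with camera (1.60e-18 to 1.41e-15 over 3 alternatives) and 0.00970 with fry. For 10 laminins the median was 0.90, with 7 higher over all genes, 8 when adjusted over the list alone, and 1.79e-05 with camera and 0.00419 with fry. *Fn1* went from 217 ± 87.8 to 1649 ± 135 CPM and *Thbs1* from 159 ± 5.80 to 314 ± 24.0 (SD, n = 2 mice), with log2 fold changes of 3.01 (adjusted p = 2.75e-07) and 0.97 (adjusted p = 0.00127; edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). The *Thbs1* value was 0.29 and not called when fibroblasts were clustered without extracellular matrix genes. *Tnc* was called higher too, and *Postn* had a log2 fold change of 3.60 (adjusted p = 1.81e-07; edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), which was 0.76 and not called without the cells of highest Scrublet score. *Lamb1* and *Lamc1* had 0.64 (adjusted p = 0.0214) and 1.26 (adjusted p = 0.000168, edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), and neither was called without those cells. Leaving those cells out also moved other cells between the subtypes, so these losses are not shown to come from doublets. *Postn* was among the markers that named the myCAF-like clusters, so its rise is partly built in.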

Of note, many of these ECM pathways were also present at a lower level in the iCAF and PVL groups.

**Figure 4:**
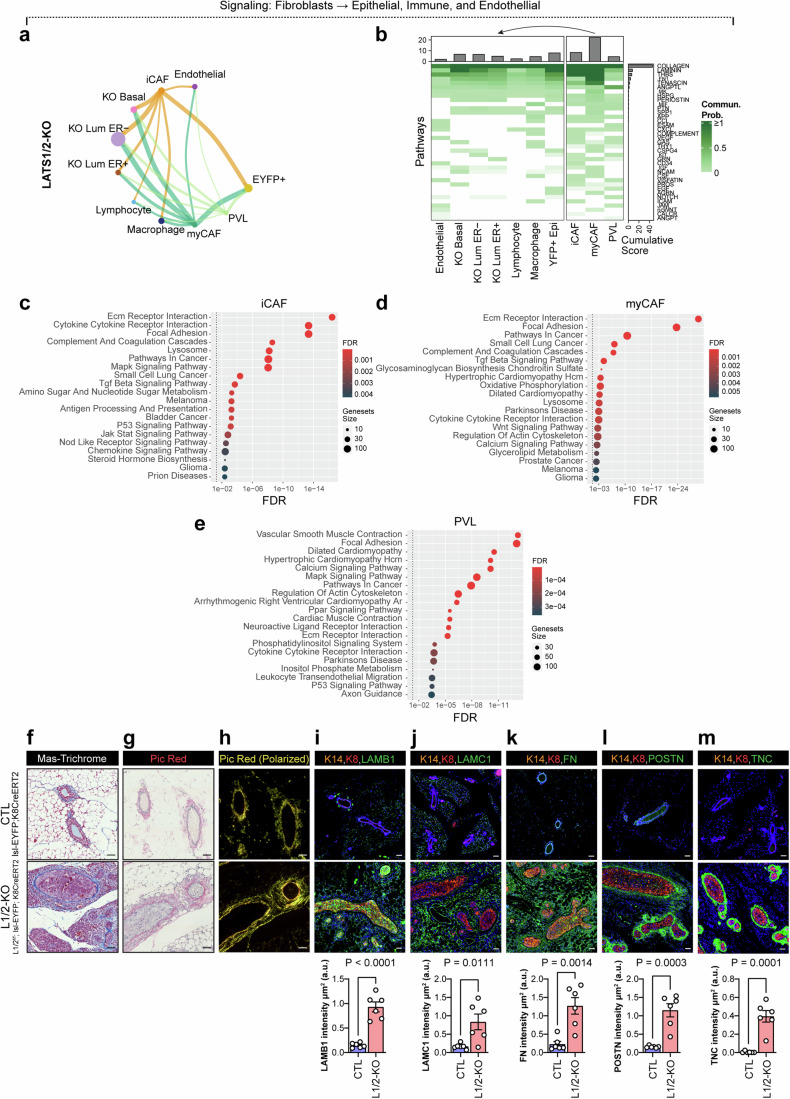
Mammary carcinomas driven by LATS1/2 deletion display deposition of extracellular matrix proteins. (**A**) CellChat circle plots showing communication networks from iCAF, myCAF, and PVL groups (senders) to epithelial and stromal cell groups (receivers) in LATS1/2-KO mammary glands. Line widths represent the total number of interactions identified. (**B**) Heatmap of communication probabilities of signaling pathways from iCAF, myCAF, and PVL groups to epithelial and stromal cell groups in LATS1/2-KO mammary glands. (**C**–**E**) GSEA analysis of KEGG genesets enriched in the iCAF population (**C**), myCAF population (**D**), and PVL population (**E**) identified in mammary glands via single cell RNA-sequencing. (**F**) Masson-Trichrome staining of CTL and LATS1/2-KO mammary glands (Scale bar 50 μm) (*n* = 6 CTL mice, *n* = 4 L1/2-KO mice from two experiments). (**G**, **H**) Picrosirius red staining in CTL and LATS1/2-KO mammary glands using brightfield (**G**) and polarizing (**H**) light (Scale bars 50 μm) (*n* = 4 CTL mice, *n* = 6 L1/2-KO mice). (**I**–**M**) Immunofluorescence staining for KRT14, KRT8, and Laminin β1 (**I**), Laminin γ1 (**J**), Fibronectin (**K**), Periostin (**L**), and Tenascin C (**M**) in CTL and LATS1/2-KO mammary glands (Scale bars 50 μm) along with quantification of intensity/area for each (*n* = 6 CTL mice, *n* = 6 L1/2-KO mice, 5 regions analyzed per mouse for each panel (**I**–**M**). Data are shown with mean ± SEM. Two-tailed unpaired T-tests). Source data are available online for this figure.

**Figure EV3:**
Mammary carcinomas driven by LATS1/2 deletion display deposition of extracellular matrix proteins. (**A**) CellChat circle plots showing communication networks from the iCAF group (senders) to epithelial and stromal cell groups (receivers) in CTL mammary glands. Line widths represent the total number of interactions identified. (**B**) Heatmap of communication probabilities of signaling pathways from the iCAF group to epithelial and stromal cell groups in CTL mammary glands. (**C**) Masson-Trichrome staining of CTL and LATS1/2-KO mammary glands (Scale bar 200 μm) (*n* = 6 CTL mice, *n* = 4 L1/2-KO mice from two experiments). (**D**–**E**) Picrosirius red staining in CTL and LATS1/2-KO mammary glands using brightfield (**D**) and polarizing (**E**) light. (Scale bar 200 μm) (*n* = 4 CTL mice, *n* = 6 L1/2-KO mice). (**F**–**J**) Immunofluorescence staining for KRT14, KRT8, and Laminin β1 (**F**), Laminin γ1 (**G**), Fibronectin (**H**), Periostin (**I**), and Tenascin C (**J**) in CTL and LATS1/2-KO mammary glands (Scale bar 500 μm) (*n* = 6 CTL mice, *n* = 6 L1/2-KO mice for each panels **F**–**J**). For all images, the dashed boxes indicate the subsets that are shown in Fig. 4.

ECM changes are known to influence tumorigenic properties such as stem cell and invasive phenotypes (Kalluri, 2016). As our analysis revealed strong ECM signaling from CAF populations to other cell types, we explored the ECM phenotypes elicited by CAFs in greater depth. We first turned to the transcriptional expression of ECM genes in our single-cell RNA-sequencing data. Enrichment analysis performed on the iCAF, myCAF, and PVL clusters with genesets from the Kyoto Encyclopedia of Genes and Genomes (KEGG) demonstrated enrichment of ECM-related genesets such as ECM Receptor Interaction and Focal Adhesion in our stromal populations, predominantly myCAFs and iCAFs (Fig. 4C–E). We next sought to validate changes in ECM proteins histologically in Lats1/2-null carcinomas. We observed a noticeable presence of collagen immediately surrounding the mammary ducts of Lats1/2^ff^; lsl-EYFP; Krt8CreERT2 mice through Masson-Trichrome and picrosirius red staining (Figs. 4F–H and EV3C–E). We noted the presence of collagen fibers intercalated within the stromal cells surrounding mammary ducts and developing DCIS lesions (Fig. 4F–H). We also examined expression of Laminin β1 (Figs. 4I and EV3F), Laminin γ1 (Figs. 4J and EV3G), Fibronectin (Figs. 4K and EV3H), Periostin (Figs. 4L and EV3I), and Tenascin C (Figs. 4M and EV3J), finding strong increases in expression for all of these in the stroma of Lats1/2^ff^; lsl-EYFP; Krt8CreERT2 mice relative to controls.

### Basal-like carcinomas driven by Lats1/2 inactivation mediate macrophage recruitment in the mammary stroma

The second most populous stromal cell type we observed in Lats1/2^ff^; lsl-EYFP; Krt8CreERT2 mice were immune cells in clusters 9 and 12 (Fig. 1E). Indeed, we observed a marked increase in CD45^+^ immune cells in the stroma of Lats1/2^ff^; lsl-EYFP; Krt8CreERT2 mice by immunofluorescence analysis (Fig. 5A). 

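Macrophages and lymphocytes together made up 4.07% and 2.59% of the CTL libraries and 7.98% (95% interval 7.20 to 8.81) and 11.0% (10.2 to 11.9) of LATS1/2-KO replicates 1 and 2. Lymphocytes alone, led by *Ccl5* and *Nkg7*, went from 2.92 ± 0.909% to 1.49 ± 1.19% (SD, n = 2), and the ranges of the conditions overlapped, with an exact two-sided permutation p of 0.667. The iCAF-like, myCAF-like and PVL-like cells together were 8.71% and 19.9% of the LATS1/2-KO libraries, and endothelial cells 5.46 ± 0.611% against 0.960 ± 0.0911% in CTL (SD, n = 2).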

Our single cell data highlighted a clear increase in cells associated with cluster 9 in the Lats1/2^ff^; lsl-EYFP; Krt8CreERT2 mice (Fig. 5B), which expressed myeloid-related genes, with notably high expression of monocyte and macrophage-associated markers such as *Cd68*, *Cd14*, and *Adgre1* (Fig. 5C). 

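The macrophage cluster held 25 and 11 cells of the CTL libraries and 330 and 458 of the LATS1/2-KO libraries, or 0.411 ± 0.138% and 8.01 ± 0.956% of all cells (SD, n = 2), a ratio of 19.5. The ratio rests on few CTL cells, and was 38.8 with log-normalized counts (17 CTL cells) and 42.5 without the highest Scrublet scores (15 CTL cells). With 11 cells in CTL replicate 2 the class was under the 20 cells per library set for a test, so no test of gene changes was made in it. In the LATS1/2-KO macrophages *Cd68* was 376 and 408 CPM in replicates 1 and 2, *Cd14* 816 ± 204 and *Adgre1* 87.2 ± 18.0 (SD, n = 2). In epithelial cells of the same libraries these were 5.12 ± 2.21, 265 ± 75.8 and 0.485 ± 0.311 (SD, n = 2), so *Cd14* was not restricted to the macrophages. With cells over 10% mitochondrial UMIs left out, the difference in share was 7.34 in place of 7.60 percentage points.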

Histology for CD68, a surface marker that is predominantly expressed on monocytes and macrophages (Pulford et al, 1990), confirmed increases in these cells in the stroma of Lats1/2^ff^; lsl-EYFP; Krt8CreERT2 mice (Figs. 5D and EV4A). We further profiled these mice for F4/80, a marker specific for murine macrophages (McKnight et al, 1996), and found high expression of this throughout the mammary stroma and within the ducts and developing carcinomas (Figs. 5E and EV4B). Tumor-associated macrophages are associated with several oncogenic phenotypes in breast cancer, including TNBC (Qiu et al, 2022). To examine potential mechanisms of recruitment of macrophages, we performed a CellChat analysis designating the macrophage group as receiving cells. This revealed signals to macrophages from epithelial, CAF, lymphocyte, and endothelial populations (Fig. 5F,G). 

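*Csf1* in luminal ER- cells was 35.5 and 25.3 CPM in the CTL libraries and 76.1 and 85.4 in the LATS1/2-KO libraries. The log2 fold change was 1.41 (adjusted p = 0.000250; edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), and 1.18 to 1.67 with one library left out at a time. Within the LATS1/2-KO mice, *Csf1* went from 69.6 ± 0.714 in *EYFP*- to 128 ± 12.3 in *EYFP*+ luminal ER- cells (SD, n = 2), a log2 fold change of 0.88 (adjusted p = 1.86e-06; edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). In basal cells *Csf1* fell to a log2 fold change of -1.28 (adjusted p = 0.00133; edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). Its receptor *Csf1r* was 335 ± 3.89 in LATS1/2-KO macrophages and 4.94 ± 1.24 in epithelial cells (SD, n = 2). *Csf1r* was also among the markers that named the macrophage cluster.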

Notable among these, the CSF pathway is a widely identified mediator of macrophage recruitment in tumors (Mantovani et al, 2022). We observed upregulation of *Csf1* in Lats1/2-null cells relative to control cells via RNA-sequencing on EYFP^+^ cells sorted from the mammary glands of lsl-EYFP; Krt8CreERT2 and Lats1/2^ff^; lsl-EYFP; Krt8CreERT2 mice (Fig. 5H) (Kern et al, 2022). To confirm expression of *Csf1* in the tissues of these mice, we performed RNAscope, which demonstrated strong increases in *Csf1* expression predominantly in epithelial cells of Lats1/2-KO carcinomas (Figs. 5I and EV4C). Of note, CellChat analysis looking for signals being received by lymphocytes, which were represented in Cluster 12 in our scRNA-seq data, revealed that most signals originated from the myCAF and iCAF populations in the Lats1/2-KO samples (Fig. EV4D,E).

**Figure 5:**
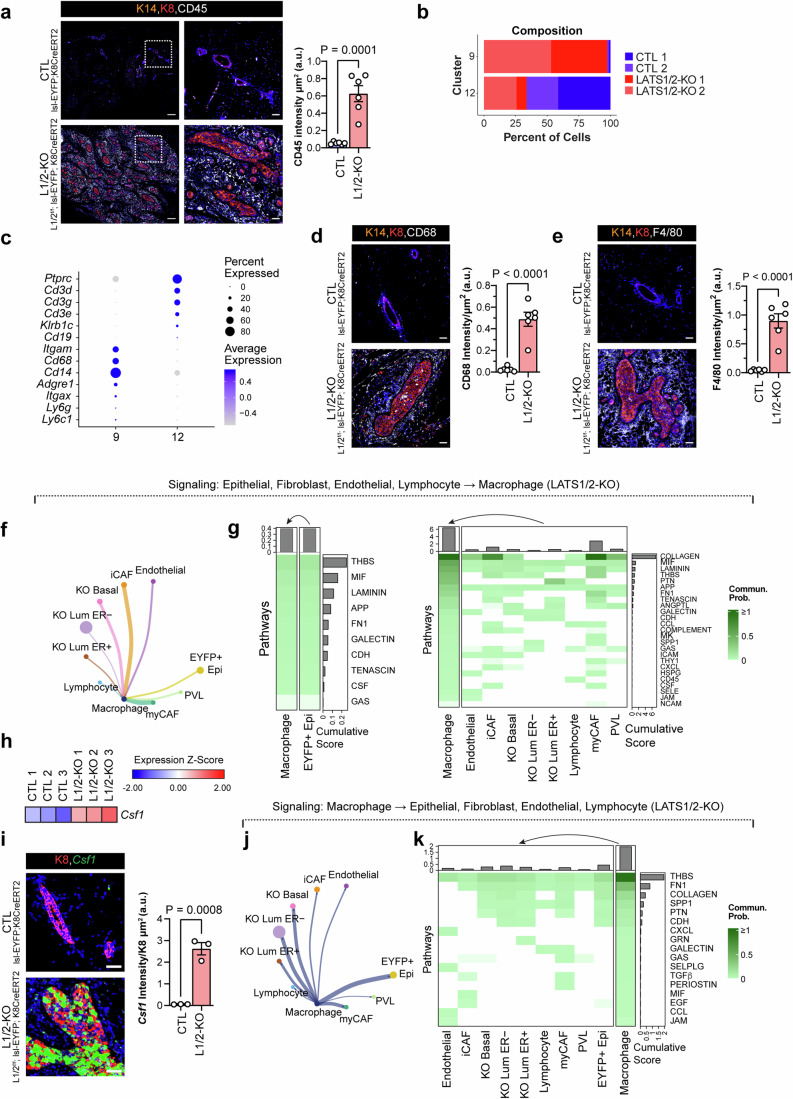
Immune cell alterations and macrophage recruitment in carcinomas driven by LATS1/2 inactivation. (**A**) Immunofluorescence staining for KRT8, KRT14, and CD45 in CTL and LATS1/2-KO mammary glands and quantification of CD45 intensity/area. Shown on the right are subset images of the regions outlined by the dashed boxes on the left (Scale bar: 200 μm left images, 50 μm right images) (*n* = 6 CTL mice, *n* = 6 L1/2-KO mice. 5 regions analyzed per mouse. Data are shown with mean ± SEM. Two-tailed unpaired T-test. Experiment was repeated twice with similar results). (**B**) Composition of single-cell RNA-sequencing clusters 9 (monocytes/macrophages) and 12 (lymphocytes) colored by condition. (**C**) Dot heatmap of myeloid and lymphoid markers in the two immune cell clusters identified. (**D**) Immunofluorescence staining for KRT8, KRT14, and CD68 in CTL and LATS1/2-KO mammary glands and quantification of CD68 intensity/area. (Scale bar, 50 μm) (*n* = 6 CTL mice, *n* = 6 L1/2-KO mice. 5 regions analyzed per mouse. Data are shown with mean ± SEM. Two-tailed unpaired T-test. Experiment was repeated twice with similar results). (**E**) Immunofluorescence staining for KRT8, KRT14, and F4/80 in CTL and LATS1/2-KO mammary glands and quantification of F4/80 intensity/area (Scale bar, 50 μm) (*n* = 6 CTL mice, *n* = 6 L1/2-KO mice. 5 regions analyzed per mouse. Data are shown with mean ± SEM. Two-tailed unpaired T-test. Experiment was repeated twice with similar results). (**F**) CellChat circle plots showing communication networks from epithelial and stromal groups (senders) to macrophages (receivers) in LATS1/2-KO mammary glands. Line widths represent the total number of interactions identified. (**G**) Heatmap of communication probabilities of signaling pathways from epithelial and stromal cell groups to macrophages in LATS1/2-KO mammary glands. (**H**) Expression of *Csf1* in sorted EYFP^+^ cells from the mammary glands of CTL (lsl-EYFP; Krt8CreERT2) and LATS1/2-KO (LATS1/2^ff^; lsl-EYFP; Krt8CreERT2) mice. (**I**) RNAscope for *Csf1* along with IF for KRT8 in CTL and LATS1/2-KO mammary glands and quantification of *Csf1* intensity/area within K8+ epithelial cells (Scale bar, 50 μm) (*n* = 3 CTL mice, *n* = 3 L1/2-KO mice. 5 regions analyzed per mouse. Data are shown with mean ± SEM. Two-tailed unpaired T-test). (**J**) CellChat circle plots showing communication networks from macrophages (senders) to epithelial and stromal cells (receivers) in LATS1/2-KO mammary glands. Line widths represent the total number of interactions identified. (**K**) Heatmap of communication probabilities of signaling pathways from macrophages to epithelial and stromal cell groups in LATS1/2-KO mammary glands. Source data are available online for this figure.

**Figure EV4:**
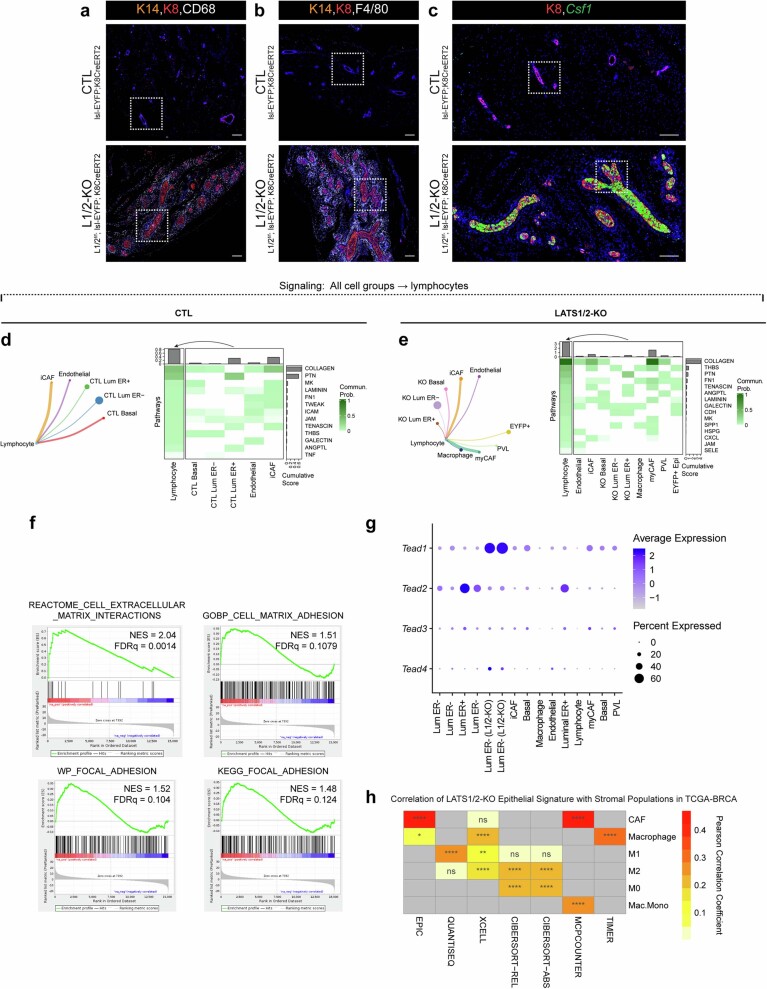
Immune cell alterations in carcinomas driven by LATS1/2 inactivation and association of YAP/TAZ-TEAD with epithelial and stromal remodeling in mouse and human breast cancers. (**A**) Immunofluorescence staining for KRT8, KRT14, and CD68 in CTL and LATS1/2-KO mammary glands. Dashed boxes indicate subsets shown in Fig. 5D (Scale bar, 200 μm) (*n* = 6 CTL mice, *n* = 6 L1/2-KO mice). (**B**) Immunofluorescence staining for KRT8, KRT14, and F4/80 in CTL and LATS1/2-KO mammary glands. Dashed boxes indicate subsets shown in Fig. 5E (Scale bar, 200 μm) (*n* = 6 CTL mice, *n* = 6 L1/2-KO mice). (**C**) RNAscope for *Csf1* along with IF for KRT8 in CTL and LATS1/2-KO mammary glands. Dashed boxes indicate subsets shown in Fig. 5I (Scale bar, 200 μm) (*n* = 3 CTL mice, *n* = 3 L1/2-KO mice). (**D**) CellChat circle plots showing communication networks from all cell groups (senders) to lymphocytes (receivers) in CTL and LATS1/2-KO mammary glands. Line widths represent the total number of interactions identified. (**E**) Heatmap of communication probabilities of signaling pathways from all cell groups to lymphocytes in CTL and LATS1/2-KO mammary glands. (**F**) GSEA enrichment plots of selected genesets enriched in sorted EYFP^+^ cells from the mammary glands of LATS1/2-KO (LATS1/2^ff^; lsl-EYFP; Krt8CreERT2) mice relative to CTL (lsl-EYFP; Krt8CreERT2) mice. (**G**) Dot heatmap of TEAD transcription factors across all single-cell RNA-seq clusters. (**H**) TIMER Analysis of LATS1/2-KO epithelial signature correlated with presence of stromal cell populations in human TCGA samples. Gray boxes indicate that this cell type was not included in the indicated database. *fdr < 0.05, **fdr < 0.01, ****fdr <0.0001, ns = not significant.

To define signals that originate from macrophages in Lats1/2-null carcinomas, we performed CellChat analysis designating macrophages as sender cells (Fig. 5J,K), which predicted several pathways as axes between macrophages and other cell types, with the strongest signals going to EYFP^+^ lineage-traced cells. Interestingly, many of these pathways were ECM-related, suggesting an additional role for macrophages in promoting the ECM-rich microenvironment we observe in Lats1/2^ff^; lsl-EYFP; Krt8CreERT2 mice.

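Of the matrix genes among the ligands named, macrophages of the LATS1/2-KO libraries held *Fn1* at 601 ± 162 and *Thbs1* at 699 ± 69.6 CPM (SD, n = 2). In the CTL macrophages, 36 cells in all, *Fn1* was 704 ± 113 (SD, n = 2). *Col4a1* was 23.7 ± 4.60 in LATS1/2-KO macrophages and 1464 ± 103 in myCAF-like cells (SD, n = 2). Free RNA was estimated at 16.2% and 16.3% of the macrophage UMIs in these libraries, and a low level such as that of *Col4a1* was not set apart from it.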

### Reciprocal signaling between the stroma and epithelium associates with induced ECM-focal adhesion and YAP/TAZ responses throughout the Lats1/2-inactivated niche

Having shown changes to CAFs and macrophages in the stroma of Lats1/2^ff^; lsl-EYFP; Krt8CreERT2 mice, we next sought to examine how epithelial cells may respond to these stromal changes to elicit tumorigenesis. CellChat analysis identifying signals being received by epithelial groups in LATS1/2-KO samples showed that the highest number of signals are sent from CAFs, particularly myCAFs (Fig. 6A). When analyzing the pathways represented in these signals, the strongest pathways enriched were ECM-related pathways (Fig. 6B), suggesting that ECM-remodeling organizes key signaling axes that contribute to tumorigenic phenotypes observed in Lats1/2^ff^; lsl-EYFP; Krt8CreERT2 mice.

**Figure 6:**
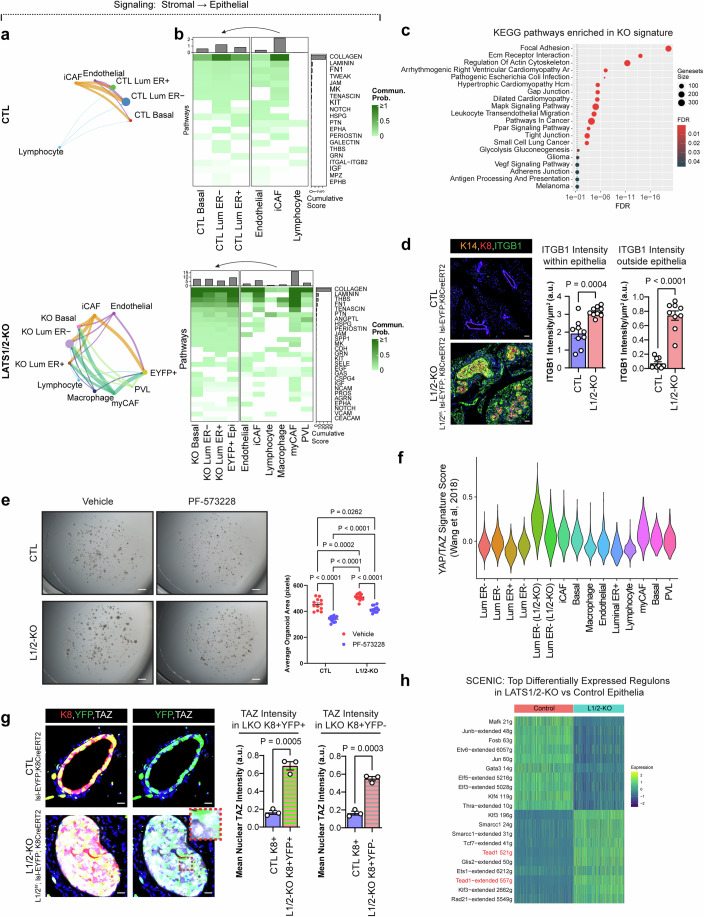
Hippo inactivation in tumor cells drives a tumor-associated niche promoting YAP/TAZ activation. (**A**) CellChat circle plots showing communication networks from stromal groups (senders) to epithelial groups (receivers) in CTL and LATS1/2-KO mammary glands. Line widths represent the total number of interactions identified. (**B**) Heatmaps of communication probabilities of signaling pathways from stromal cell groups to epithelial cell groups in CTL and LATS1/2-KO mammary glands. (**C**) Enrichment analysis demonstrating enriched KEGG genesets in epithelial cell signatures from LATS1/2-KO mammary glands derived from single-cell RNA-sequencing data. (**D**) Immunofluorescence staining for KRT8, KRT14, and ITGB1 in CTL and LATS1/2-KO mammary glands, along with quantification of ITGB1 intensity/area within epithelia and outside of epithelia (Scale bar, 50 μm) (*n* = 9 CTL and 9 L1/2-KO mice pooled from two experiments. 5 regions analyzed per mouse. Data are shown with mean ± SEM. Two-tailed unpaired T-test). (**E**) Organoid cultures of control and LATS1/2-KO organoid cultures treated with vehicle (DMSO) or 5 μM PF-573228 (Scale bar, 1 mm), along with quantification of organoid size between conditions (*n* = 12 wells per condition. Data are shown with mean ± SEM. Ordinary two-way ANOVA with Tukey’s multiple comparisons tests. Adjusted *P*-values are displayed in figure. Experiment was performed twice with 5 μM PF-573228 and once with 2.5 μM PF-573228, all with similar results). (**F**) Correlation of a previously identified cancer-associated YAP/TAZ signature (Wang et al, 2018) to all cell clusters identified from single-cell RNA-sequencing (from left to right: *n* = 3496 cells for C1, *n* = 2666 cells for C2, *n* = 2458 cells for C3, *n* = 1607 cells for C4, *n* = 1483 cells for C5, *n* = 1156 cells for C6, *n* = 1031 cells for C7, *n* = 928 cells for C8, *n* = 799 cells for C9, *n* = 611 cells for C10, *n* = 603 cells for C11, *n* = 440 cells for C12, *n* = 417 cells for C13, *n* = 369 cells for C14, *n* = 140 cells for C15). (**G**) Immunofluorescence staining for KRT8, YFP, and TAZ in CTL and LATS1/2-KO mammary glands and quantification of nuclear TAZ intensity in K8 + YFP+/− cells in LATS1/2-KO mice and K8+ cells in CTL mice. (Scale bar, 50 μm) (*n* = 3 CTL mice, *n* = 3 L1/2-KO mice. 11–14 regions analyzed per mouse. Data are shown with mean ± SEM. Two-tailed unpaired T-tests. Note that the same CTL samples were used for the comparisons in each plot). (**H**) SCENIC analysis identifying differentially expressed transcription factor regulons in epithelial cells from LATS1/2-KO mice and control mice. Source data are available online for this figure.

To define pathways activated in carcinoma cells in Lats1/2^ff^; lsl-EYFP; Krt8CreERT2 mice, we generated transcriptomic signatures from epithelial cells using our single-cell RNA-sequencing dataset and performed GSEA on genesets from KEGG. This revealed significant enrichment for genesets associated with focal adhesion assembly, ECM-receptor interactions, and actin cytoskeletal rearrangements (Fig. 6C). 

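Lists written by hand stand in for the KEGG genesets, which were not used here. Among luminal ER- cells 46 genes of a focal adhesion and actin list had a median log2 fold change of 0.68, from -1.08 (*Mylk*) to 6.89 (*Cav1*). At an adjusted p under 0.05, 34 were higher and 2 lower over all genes, and 37 changed when adjusted over the list alone. The set's Benjamini-Hochberg adjusted p over the classes was 2.29e-06 with camera (limma), and 3.51e-07 to 8.27e-06 over 9 alternatives. For 10 laminins the median was 1.55, with 8 higher and 1 lower over all genes, 9 when adjusted over the list alone, and an adjusted p of 0.0129 with camera. The 32 collagens had a median of 2.60, with 19 higher and 7 lower, 26 when adjusted over the list alone, and an adjusted p of 0.00774. After subtraction of free RNA, an alternative added after seeing the data, their median was 0.51 and the set was not called. The share of free RNA in luminal cells was estimated from *Col1a1*, *Col1a2* and *Col3a1* as if these cells made none, so the subtraction lowers collagens by construction and does not show how much of the rise is free RNA. Over 9 alternatives the p ran from 0.00543 to 0.430. The 19 integrins went both ways (8 higher, 6 lower, 14 when adjusted over the list alone, median -0.12), with an adjusted p of 0.546 with camera and 0.0132 with fry. *Itgb1* was higher, at 157 ± 14.7 in CTL and 440 ± 37.6 CPM in LATS1/2-KO (SD, n = 2; log2 fold change 1.49, adjusted p = 4.25e-05, edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). Under fry the camera calls for the focal adhesion list, the laminins and the collagens held in these cells.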

GSEA from prior bulk RNA-sequencing on sorted Lats1/2-null cells (Kern et al, 2022) likewise revealed enrichment for genesets associated with cell-matrix interactions and focal adhesion signaling (Fig. EV4F). Histology analysis indicated increased expression of Integrin β1 in Lats1/2-KO carcinomas, with increased expression in both the epithelia and stroma of LATS1/2-KO mice relative to controls (Fig. 6D). Furthermore, treatment of LATS1/2-KO mammary organoid cultures (Kern et al, 2022) with PF-573228 a small molecule inhibitor of Focal Adhesion Kinase (FAK) (Slack-Davis et al, 2007), inhibited organoid growth (Fig. 6E). Together, these results point to interactions with the ECM and focal adhesion signaling as potential mediators of cellular phenotypes in our Lats1/2^ff^; lsl-EYFP; Krt8CreERT2 model.

Considering epithelial, stromal, and immune cell types all associate with ECM remodeling in cancer (Winkler et al, 2020), the strong ECM phenotypes we observed suggested that microenvironment changes driven by Lats1/2 inactivation in luminal cells may initiate a niche allowing for oncogenic transformation of both epithelial cells and stromal cell populations, resulting in basal-like carcinomas. 

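A list of 22 YAP/TAZ target genes, written from general knowledge, the list cited by the paper not being used here, was tested between LATS1/2-KO and CTL in each cell class. For luminal ER- cells 21 of its genes were tested, with a median log2 fold change of 2.02 and 15 higher and 3 lower over all genes (18 when adjusted over the list alone). The adjusted p was 0.00196 with camera (limma, Benjamini-Hochberg over the classes), and 0.000416 to 0.0118 over 9 alternatives. The largest move came from subtraction of free RNA, to a median of 1.08. Without *Ctgf*, *Cyr61* and *Ankrd1* the median was 1.54, and without *Lats2* it was 2.14. In luminal ER+ cells the median was 0.38 (8 higher, 1 lower, 10 when adjusted over the list alone, adjusted p = 0.00469, camera, limma), and the set was not called after subtraction of free RNA or at equal depth. With classes from log-normalized counts, where more LATS1/2-KO and fewer CTL cells were named luminal ER+, its median was 2.49, above the 1.99 of luminal ER- cells in that setting. The difference between the luminal classes, tested as an interaction in the classes from SCTransform, had a median of 0.59 and so depends on which cells are named luminal ER+. In fibroblasts the median was 0.55 (2 higher, 1 lower, 9 when adjusted over the list alone, adjusted p = 0.00804, camera, limma), with a p of 0.00538 to 0.114 over the alternatives. In basal cells it was -0.14 (5 higher, 6 lower, 11 when adjusted over the list alone, adjusted p = 0.820) and in endothelial cells 0.04 (4 higher, 1 lower, 8 when adjusted over the list alone, adjusted p = 0.526, camera, limma). In lymphocytes 8 genes were tested, 1 of them higher, also when adjusted over the list alone, with a median of 0.33 (adjusted p = 0.0610, camera, limma). Over all epithelial cells the median was 1.69 (16 higher, 4 lower, 20 when adjusted over the list alone, adjusted p = 0.00128, camera, limma). With fry, the calls in epithelial, luminal ER-, luminal ER+ and fibroblast cells held. The fibroblast class joined iCAF-like and myCAF-like cells, at 88 and 2 cells in CTL and 910 and 390 in LATS1/2-KO. A shift between these subtypes and a change within them were not told apart. Between myCAF-like and iCAF-like cells the median was 0.24, with 6 higher and 2 lower (9 when adjusted over the list alone). There camera's p-value was 0.0249 and fry's 0.0982, so the call depends on the set test.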

When analyzing enrichment of a previously curated list of conserved YAP/TAZ target genes in cancer (Wang et al, 2018) across all clusters in our single cell data, we observed the strongest enrichment in the clusters containing LATS1/2-KO epithelial cells, myCAFs, and iCAFs (Fig. 6F). The enrichment of YAP/TAZ signatures in these results suggested YAP/TAZ activation throughout the local microenvironment, including in a non-cell autonomous fashion within cells that were not LATS1/2-null. Indeed, histological analysis of TAZ revealed increased nuclear TAZ levels in both EYFP+ (Cre active) and EYFP-negative (Cre inactive) epithelial cells in Lats1/2^ff^; lsl-EYFP; Krt8CreERT2 mice relative to luminal cells of control mice (Fig. 6G). 

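*EYFP*- luminal ER- cells of the LATS1/2-KO libraries were compared with the luminal ER- cells of CTL. In them 7603 of 13272 genes changed at an adjusted p under 0.05, and the YAP/TAZ list had a median log2 fold change of 1.73, with 14 of 21 genes higher and 3 lower (17 when adjusted over the list alone). The set was called with camera and with fry, at p-values of 0.000701 and 0.00125, and from 0.000638 to 0.00894 over 4 alternatives. In *EYFP*+ against *EYFP*- cells of the same mice the median was a further 0.46 (12 higher, 2 lower, 14 when adjusted over the list alone), with 0.00293 for camera and 0.0357 for fry. A cell without an *EYFP* UMI can still be recombined. *Lats1* stood at 16.1 ± 2.14 CPM in the *EYFP*- cells and 28.9 ± 0.436 in CTL (SD, n = 2), a log2 fold change of -0.84 (adjusted p = 0.00110; edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). With the clusters of over 10% *EYFP*+ cells left out, the list's median was 0.71. From the enrichment across clusters the paper proposes YAP/TAZ activation that reaches cells which were not LATS1/2-null.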

YAP/TAZ exert their transcriptional activity through interactions with transcription factors in the nucleus, predominantly the TEAD family (TEAD1-4) (Pan, 2010). We found that the TEADs are expressed in a variety of cell types represented in our scRNA-seq experiment (Fig. EV4G) and that the clusters associated with LATS1/2-KO cells prominently expressed *Tead1*, with lower levels of *Tead2* and *Tead4*. Other epithelial cells expressed predominantly *Tead1* and/or *Tead2*, and myCAFs, PVL cells, and iCAFs most highly expressed *Tead1* relative to the other TEADs. 

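In luminal ER- cells of the LATS1/2-KO libraries *Tead1* was 134 ± 5.80, *Tead2* 38.0 ± 1.80, *Tead3* 14.4 ± 0.163 and *Tead4* 13.2 ± 0.438 CPM (SD, n = 2). Against CTL the log2 fold change was 1.68 for *Tead1* (adjusted p = 1.04e-05) and 1.83 for *Tead4* (adjusted p = 0.000169; edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), and -0.01 for *Tead3* (adjusted p = 0.936, the same test). The symbol *Tead2* is listed more than once among the genes, so its counts are uncertain. In luminal ER- cells *Tead2* fell, with a log2 fold change of -1.32 to -1.18 with one library left out at a time. In CTL luminal ER+ cells it was 117 ± 14.1 beside 24.4 ± 0.113 for *Tead1*, and in CTL basal cells 19.9 ± 3.03 beside 81.3 ± 2.07 (SD, n = 2). *Tead1* was 102 ± 1.56 in myCAF-like, 90.4 ± 13.7 in PVL-like and 57.5 ± 8.32 in iCAF-like cells of LATS1/2-KO (SD, n = 2), and the next highest of the family in these cells reached 28.7 ± 7.36, 22.5 ± 1.46 and 22.1 ± 2.34 (SD, n = 2).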

To further explore relationships between TEADs and the cell populations identified in our scRNA-seq data we used SCENIC, a computational tool that combines single-cell gene expression with analysis of cis-regulatory motifs to predict transcription factors underlying cell states (Aibar et al, 2017). This analysis identified TEAD1 as among the top differentially expressed regulons associated with the epithelial program in LATS1/2-KO mammary glands (Fig. 6H). 

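SCENIC was not rerun. The 521 genes that the paper lists for its TEAD1 regulon (Dataset EV2) had a median log2 fold change of 1.44 in luminal ER- cells between LATS1/2-KO and CTL, with 474 higher and 6 lower at an adjusted p under 0.05 over all genes and 481 changed when adjusted over the list alone. Because the regulon was inferred from these libraries, the counts are not independent evidence. Its adjusted p was 1.48e-31 with camera (limma, Benjamini-Hochberg over the classes), 3.24e-36 to 9.34e-31 over 9 alternatives, and 0.000204 with fry. The extended regulon of 557 genes, added after seeing the data, had a median of 1.42, with 508 higher and 6 lower.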

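In luminal ER- cells of LATS1/2-KO against CTL, *Pdgfa* rose from 32.3 ± 3.21 to 118 ± 1.48 CPM and *Pdgfb* from 40.4 ± 18.7 to 129 ± 29.9 (SD, n = 2 per condition). The log2 fold changes were 1.87 (adjusted p = 9.57e-06) and 1.67 (adjusted p = 0.00214; edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), the latter 1.26 to 2.24 with one library left out at a time. *Tgfb2* went from 63.8 ± 11.4 to 87.7 ± 4.31 (SD, n = 2), a smaller change of 0.46 (adjusted p = 0.0173; edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment) that ran from 0.28 to 0.65. In basal cells *Pdgfa* fell, with a log2 fold change of -1.30 (adjusted p = 2.13e-05; edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). The changes of *Pdgfa* and *Pdgfb* in luminal ER- cells were larger than the spread between the mice of a condition.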

Notably, genes identified as part of the TEAD regulon in LATS1/2-KO-associated cells included signaling factors we demonstrated prior, including *Tgfb2*, *Pdgfa*, *Pdgfb*, and *Csf1* (Dataset EV2).

Lastly, to define whether inactivation of LATS1/2 and activity of YAP/TAZ/TEADs correlate with similar stromal phenotypes in human breast cancer, we used TIMER (Li et al, 2020), which is a computational platform that estimates stromal cell infiltration based on RNA-seq data from The Cancer Genome Atlas (TCGA). This analysis revealed a positive correlation between expression of the LATS1/2-KO epithelial signature and the presence of both CAF and macrophage populations in human breast tumors (Fig. EV4H). Together, these results point to TEAD activity as a potent orchestrator of stromal remodeling in breast tumors.

### Pharmacological inhibition of YAP/TAZ-TEAD activity reverses mammary epithelial and stromal phenotypes driven by Lats1/2 inactivation

Given that Lats1/2-inactivation resulted in a YAP/TAZ-activated microenvironment, we tested the consequence of inhibiting YAP/TAZ/TEAD activity by treating Lats1/2^ff^; lsl-EYFP; Krt8CreERT2 mice with VT104, a small molecule inhibitor of TEAD palmitoylation and YAP/TAZ-driven oncogenesis (Tang et al, 2021). Inhibition of YAP/TAZ-TEAD activity showed a remarkable reduction in a variety of YAP/TAZ transcriptional targets in epithelial and stromal cells collected from the 3rd and 5th mammary glands of VT104-treated Lats1/2^ff^; lsl-EYFP; Krt8CreERT2 mice relative to vehicle-treated mice (Fig. EV5A). Moreover, treatment of mice with VT104 led to reversal of carcinoma phenotypes in the Lats1/2^ff^; lsl-EYFP; Krt8CreERT2 model, including a reversal of overgrowth of epithelial cells within the mammary ducts (Figs. 7A and EV5B) and the reversal of luminal-basal plasticity as assessed by K14 expression in EYFP+ cells (Figs. 7B and EV5C). We also noted reversal of stromal phenotypes, including a reduction in the accumulation of both PDGFRβ+ fibroblasts (Figs. 7C and EV5D) and F4/80+ macrophages around mammary ducts (Figs. 7D and EV5E). To test the necessity of YAP/TAZ/TEAD in directly regulating the expression of major signaling ligands we identified through our CellChat analyses prior, we performed RNAscope for the expression of *Tgfb2* (Fig. 7E), *Pdgfb* (Fig. 7F), and *Csf1* (Fig. 7G) in control and VT104-treated mice. These results demonstrated a robust reduction in the expression of *Tgfb2*, *Pdgfb*, and *Csf1* in the epithelia of VT104-treated LATS1/2-KO mice relative to vehicle-treated LATS1/2-KO controls. Thus, inhibition of YAP/TAZ-TEAD activity successfully reverses both epithelial and stromal phenotypes driven by Hippo pathway inactivation in the initiation of basal-like mammary carcinomas.

**Figure 7:**
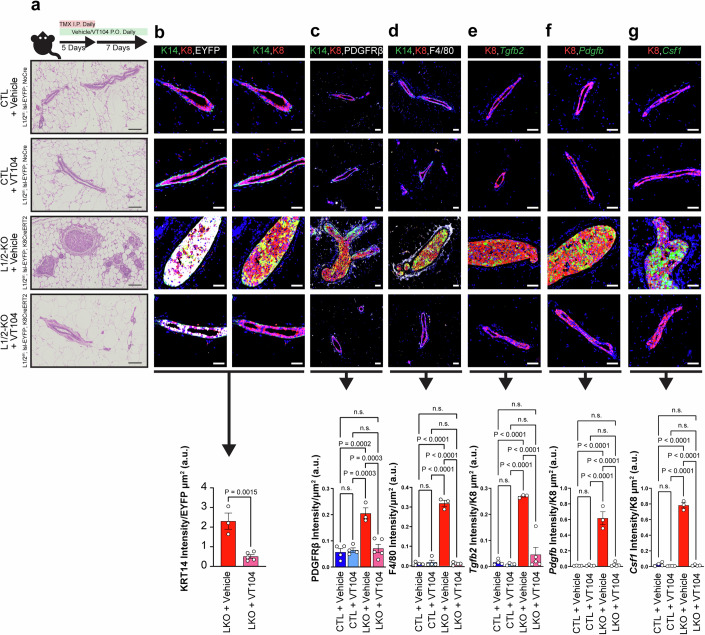
Pharmacological inhibition of YAP/TAZ reverses epithelial and stromal alterations in LATS1/2-null carcinomas. (**A**) Treatment strategy for vehicle and VT104 (10 mg/kg) administration, along with hematoxylin and eosin stain of CTL (LATS1/2^ff^; lsl-EYFP; noCre) and LATS1/2-KO (LATS1/2^ff^; lsl-EYFP; Krt8CreERT2) mammary glands treated with Vehicle and VT104. (Scale bar, 100 μm) (*n* = 4 CTL + Vehicle mice, *n* = 4 CTL + VT104 mice, *n* = 3 L1/2-KO + Vehicle mice, *n* = 5 L1/2-KO + VT104 mice). (**B**) Immunofluorescence staining for KRT8, KRT14, and EYFP in mammary glands of LATS1/2-KO mice treated with Vehicle and VT104, along with quantification of K14 intensity/EYFP+ area (Scale bar, 50 μm) (*n* = 3 L1/2-KO + Vehicle mice, 5 L1/2-KO + VT104 mice. Data are shown with mean ± SEM. 5 regions analyzed per mouse. Two-tailed unpaired T-test). (**C**) Immunofluorescence staining for KRT14, KRT8, and PDGFRβ in mammary glands of CTL and LATS1/2-KO mice treated with Vehicle and VT104, along with quantification of PDGFRβ intensity/area (Scale bar, 50 μm). (**D**) Immunofluorescence staining for KRT14, KRT8, and F4/80 in mammary glands of CTL and LATS1/2-KO mice treated with Vehicle and VT104, along with quantification of F4/80 intensity/area (Scale bar, 50 μm). (**E**) RNAscope for *Tgfb2* in mammary glands of CTL and LATS1/2-KO mice treated with Vehicle and VT104, along with IF for KRT8 and quantification of *Tgfb2* intensity/K8+ area. (Scale bar, 50 μm). (**F**) RNAscope for *Pdgfb* in mammary glands of CTL and LATS1/2-KO mice treated with Vehicle and VT104, along with IF for KRT8 and quantification of *Pdgfb* intensity/K8+ area (Scale bar, 50 μm). (**G**) RNAscope for *Csf1* in mammary glands of CTL and LATS1/2-KO mice treated with Vehicle and VT104, along with IF for KRT8 and quantification of *Csf1* intensity/K8+ area. (Scale bar, 50 μm). For (**C**–**F**): *n* = 4 CTL + Vehicle mice, *n* = 4 CTL + VT104 mice, *n* = 3 L1/2-KO + Vehicle mice, *n* = 5 L1/2-KO + VT104 mice. For (**G**): *n* = 4 CTL + Vehicle mice, *n* = 4 CTL + VT104 mice, *n* = 3 L1/2-KO + Vehicle mice, *n* = 4 L1/2-KO + VT104 mice. 5 regions analyzed per mouse. Data are shown with mean ± SEM. Ordinary two-way ANOVAs with Tukey’s multiple comparisons tests. Adjusted *P*-values are displayed in figure. Source data are available online for this figure.

**Figure EV5:**
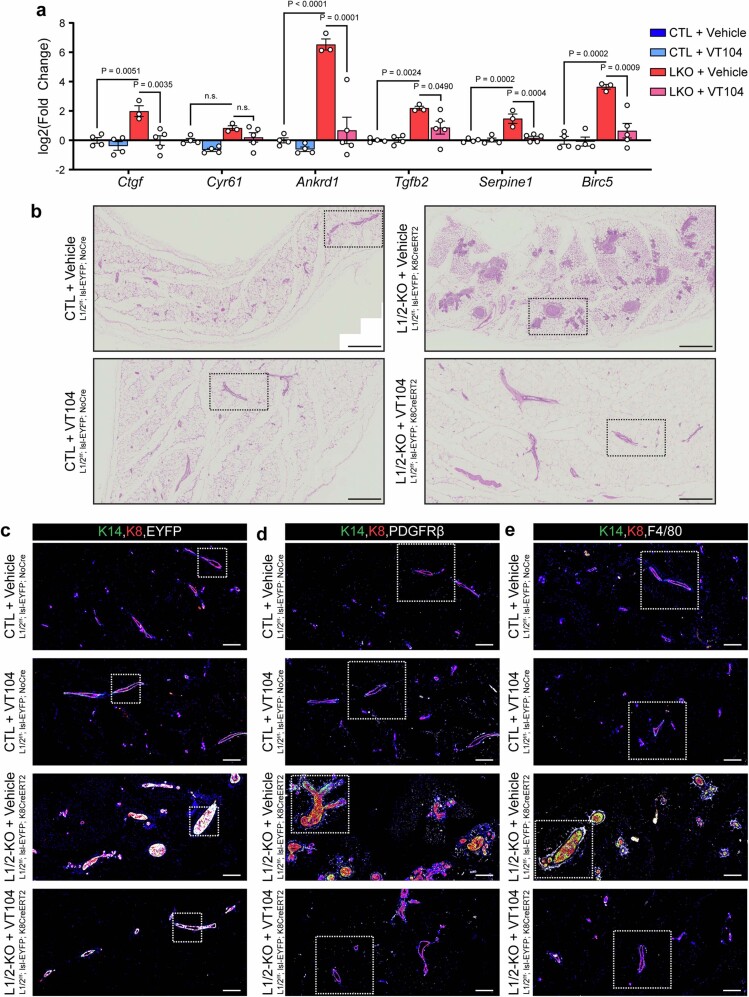
Pharmacological inhibition of YAP/TAZ reverses epithelial and stromal alterations in LATS1/2-null carcinomas. (**A**) RT-qPCR analysis of YAP/TAZ-target gene expression in samples of epithelial and stromal cells collected from the 3rd and 5th mammary glands of CTL (Lats1/2^f/f^; lsl-EYFP; NoCre) and L1/2-KO (Lats1/2^f/f^; lsl-EYFP; K8CreERT2) mice treated with Vehicle or VT104 as outlined in Fig. 7A (*n* = 4 CTL + Vehicle mice, *n* = 4 CTL + VT104 mice, *n* = 3 L1/2-KO + Vehicle mice, *n* = 5 L1/2-KO + VT104 mice. Data are shown with mean ± SEM. Ordinary two-way ANOVAs with Tukey’s multiple comparisons tests. Adjusted *P*-values are displayed in figure). (**B**) Hematoxylin and eosin stain of CTL (LATS1/2^ff^; lsl-EYFP; noCre) and LATS1/2-KO (LATS1/2^ff^; lsl-EYFP; Krt8CreERT2) mammary glands treated with Vehicle and VT104. Dashed boxes indicate subsets shown in Fig. 7A (Scale bar, 500 μm). (**C**) Immunofluorescence staining for KRT8, KRT14, and EYFP in mammary glands of CTL and LATS1/2-KO mice treated with Vehicle and VT104. Dashed boxes indicate subsets shown in Fig. 7B (Scale bar, 200 μm). (**D**) Immunofluorescence staining for KRT14, KRT8, and PDGFRβ in mammary glands of CTL and LATS1/2-KO mice treated with VT104. Dashed boxes indicate subsets shown in Fig. 7C (Scale bar, 200 μm). (**E**) Immunofluorescence staining for KRT14, KRT8, and F4/80 in mammary glands of CTL and LATS1/2-KO mice treated with VT104. Dashed boxes indicate subsets shown in Fig. 7D (Scale bar, 200 μm). For all panels: *n* = 4 CTL + Vehicle mice, *n* = 4 CTL + VT104 mice, *n* = 3 L1/2-KO + Vehicle mice, *n* = 5 L1/2-KO + VT104 mice.

## Discussion

Considerable focus in the field of cancer research has been placed on the tumor microenvironment in recent years (de Visser and Joyce, 2023). The advent of single-cell RNA-sequencing has helped delineate distinct tumor-associated cell populations and has revealed the complexity of tumor ecosystems, including that of human breast tumors (Pal et al, 2021; Wu et al, 2021; Wu et al, 2020). However, many of these studies have been performed on invasive carcinomas and late-stage tumors, thus missing information on the signals required to establish a tumor-supportive niche in early oncogenesis. Moreover, knowledge into the signals that mediate this initiation has been lacking. The results we present here offer insight into these questions and provide new understanding of early events that promote the initiation of the basal-like breast cancer niche.

In this study we demonstrated that basal-like mammary carcinomas driven by Lats1/2 inactivation exhibit changes to epithelial, fibroblast, and immune cell populations. We used single-cell RNA-sequencing methodology and histology to identify separate cell types arising in basal-like carcinoma initiation and uncover phenotypic properties associated with these cells. Furthermore, we used computational prediction of ligand-receptor interactions between cells to demonstrate signaling patterns and pathways between these cell types. We identified specific stromal changes that occur in these carcinomas, including the expansion of distinct CAF populations, macrophage recruitment, and ECM remodeling. These changes phenocopy observations in human TNBCs, which exhibit notable CAF populations, ECM remodeling (Acerbi et al, 2015; Kieffer et al, 2020; Wu et al, 2020) and recruitment of macrophages, which are becoming increasingly understood as mediators of tumor and immune cell phenotypes in breast cancer (Mehta et al, 2021; Qiu et al, 2022).

While much effort has been put into uncovering signaling mechanisms that mediate oncogenic properties intrinsic to tumor cells, identifying mechanisms that drive interactions between tumor and stromal cells is a less explored avenue. The Hippo pathway has traditionally been described as a mediator of cell-intrinsic properties in tumor cells that include the promotion of stem cell phenotypes and pro-growth and survival properties in tumor cells (Yu et al, 2015; Zanconato et al, 2016). Here we show that Hippo dysregulation through Lats1/2 deletion in the luminal mammary epithelium is sufficient to drive dramatic stromal remodeling resembling phenotypes observed in human breast cancers. Importantly, we demonstrate differential expression of many ligands involved in epithelial-stromal crosstalk in our carcinoma model, suggesting direct roles for YAP/TAZ activity in organizing the tumor niche. These include PDGF and TGF-β ligands, which were elevated in Lats1/2-null epithelia and predicted to communicate to CAF populations in developing tumors, including myCAFs, iCAFs and PVLs, suggesting that these signals play key roles in fibroblast activation and recruitment. Macrophage-recruiting ligands, such as *Csf1*, were also increased in Lats1/2-null epithelia, accompanied by the recruitment of myeloid cells that express distinct monocyte and macrophage-associated markers.

Most of the stromal cells that accumulated within the Lats1/2-null mammary carcinomas were enriched in the expression of ECM-related genes, including those encoding Collagens, Laminins, Thrombospondin, Fibronectin, and Tenascin. Indeed, Masson-Trichrome and picrosirius red staining showed high levels of collagens adjacent to the carcinomas and immunohistochemistry validated increased levels of Laminin β1, Laminin γ1, Fibronectin, Periostin and Tenascin C, most of which showed a discrete pattern adjacent to the carcinomas. This pattern was in-line with the finding that myCAFs express particularly high expression of ECM-related genes, as myCAFs showed a similar spatial pattern adjacent to the carcinomas. Comparable remodeling of the ECM is well-documented in human TNBCs (Wu et al, 2021; Wu et al, 2020), and has been associated with carcinoma aggressiveness and therapy evasion (Kramer et al, 2019; van der Spek et al, 2020). Thus, our observations suggest that dysregulated Hippo pathway signaling contribute to the early stromal remodeling and ECM alterations that drive aggressive features in human breast cancer.

Interestingly, our data suggest that the stromal-ECM remodeling initiated by Lats1/2-inactivation creates a microenvironment that enables non-cell autonomous activation of YAP/TAZ. This conclusion is supported by observed increases in TAZ nuclear localization in both EYFP+ (Cre active; Lats1/2-null) and EYFP-negative (Cre inactive) epithelium. Elevated Integrin β1 was observed in the mammary epithelium and stroma of Lats1/2^ff^; lsl-EYFP; Krt8CreERT2 mice. As Integrin β1 is a key receptor known to transmit signals from the ECM to cellular phenotypes, this offers a potential signal promoting the non-autonomous activation of YAP/TAZ (Su et al, 2024). The collective elevation of YAP/TAZ activity prompted us to consider newly emerging small molecule inhibitors as a potential therapeutic avenue for Lats1/2-null mammary phenotypes. Inhibitors of the TEAD transcription factors have shown effectiveness in inhibiting the growth of YAP/TAZ activated tumor cells (e.g., Nf2-mutated mesothelioma cells) and are currently being tested in cancer clinical trials. The TEAD transcription factors are also expressed across many cell populations in our scRNA-seq data, with *Tead1* predominantly expressed in the Lats1/2-null epithelium, along with lower levels of *Tead2* and *Tead4*. Treatment of Lats1/2^ff^; lsl-EYFP; Krt8CreERT2 mice with VT104, a pan-TEAD inhibitor that blocks the palmitoylation pocket of TEADs (Tang et al, 2021), reversed all carcinoma phenotypes, including blocking the development of the tumor-stroma niche. These observations highlight TEAD inhibitors as a potential treatment for basal-like breast cancers that could allow for effective eradication of tumor cells and inhibition of changes to the stroma that create a pro-tumorigenic microenvironment.

## Methods

**Table:** Reagents and tools table

Reagent/Resource	Reference or Source	Identifier or Catalog Number
**Experimental models**		
Lats1tm1.1Jfm/RjoJ	The Jackson Laboratory	#024941
Lats2tm1.1Jfm/RjoJ	The Jackson Laboratory	#025428
STOCK Tg(Krt8-cre/ERT2)17Blpn/J	The Jackson Laboratory	#017947
B6.129×1-Gt(ROSA)26Sortm1(EYFP)Cos/J	The Jackson Laboratory	#006148
**Antibodies**		
Keratin 8	DSHB	TROMA-1c
Keratin 14 – FITC	Millipore Sigma	CBL197F
PDGFRβ	Cell Signaling Technology	3169
CD45	Cell Signaling Technology	70257
CD68	Cell Signaling Technology	97778
F4/80	Cell Signaling Technology	70076
αSMA-Cy3	Millipore Sigma	C6198
Laminin beta-1	Invitrogen	MA5-32577
Laminin gamma-1	Abcam	Ab233389
Fibronectin	Novus Biologicals	NBP1-91258
Periostin	Abcam	Ab14041
Tenascin C	Abcam	Ab108930
GFP	Aves Labs	GFP-1020
TAZ	Cell Signaling Technology	83669
Integrin β1	Cell Signaling Technology	34971
Donkey α-Rabbit AF647	Jackson ImmunoResearch	711-606-152
Donkey α-Rat AF488	Jackson ImmunoResearch	712-546-153
Donkey α-Rat AF488	Invitrogen	A48269
Donkey α-Rat Cy3	Jackson ImmunoResearch	712-165-153
Donkey α-Chicken AF594	Jackson ImmunoResearch	703-585-155
Donkey α-Chicken AF647	Jackson ImmunoResearch	703-605-155
**Oligonucleotides for RT-qPCR**	Forward Primer	Reverse Primer
*Ppia* (mouse)	GAGCTGTTTGCAGACAAAGTTC	CCCTGGCACATGAATCCTGG
*Ctgf* (mouse)	AGACCTGTGGGATGGGCAT	GCTTGGCGATTTTAGGTGTCC
*Cyr61* (mouse)	TAAGGTCTGCGCTAAACAACTC	CAGATCCCTTTCAGAGCGGT
*Ankrd1* (mouse)	TGCGATGAGTATAAACGGACG	GTGGATTCAAGCATATCTCGGAA
*Tgfb2* (mouse)	GCGGACGATTCTGAAGTAGG	GGAGTACTACGCCAAGGAGGT
*Serpine1* (mouse)	GTAGCACAGGCACTGCAAAA	GCCGAACCACAAAGAGAAAG
*Birc5* (mouse)	GACTGCAAAGACTACCCGTCA	GATGTGGCATGTCACTCAGG
**Chemicals, Enzymes and other reagents**		
Tamoxifen	Sigma	T5648
Corn Oil	Sigma	C8267
VT104	Sigma	SML3445
DMSO	Fisher	D136-1 and D128-5
Tween-80	Millipore-Sigma	P1754
PEG-400	Electron Microscopy Sciences	19720
PBS	Corning	21-040-CV
Collagenase A	Roche	11088793001
Dispase	Corning	354235
DNAse	Roche	4716728001
Penicillin-streptomycin	Gibco	30-002-CI
DMEM	Corning	10-103-CV
ACK Lysing Buffer	Gibco	A1049201
TrypLE Express	Gibco	12604021
Calcein Blue, AM	Invitrogen	C1429
Paraformaldehyde	Electron Microscopy Sciences	15710
Paraformaldehyde	Santa Cruz Biotechnology	SC281692
Paraffin	Leica Microsystems	39602004
Hematoxylin	Epredia	6765003
Eosin	Epredia	71311
Cytoseal XYL	Epredia	83124
Antigen Unmasking Solution, Citrate-Based	Vector Laboratories	H3300
Donkey Serum	Millipore Sigma	S30
Rodent Block M	Biocare Medical	RBM961
Prolong Gold Antifade Mountant with DAPI	Invitrogen	P36931
RNAscope 2.5 HD-RED assay	Advanced Cell Diagnostics	322360
RNAscope Multiplex Fluorescent v2 assay	Advanced Cell Diagnostics	323370
Mm-Tgfb2	Advanced Cell Diagnostics	406181
Mm-Pdgfa	Advanced Cell Diagnostics	411361
Mm-Pdgfb	Advanced Cell Diagnostics	424651
Mm-Csf1	Advanced Cell Diagnostics	315621
Positive Control Probe - Mm-Ppib	Advanced Cell Diagnostics	313911
Negative Control Probe - DapB	Advanced Cell Diagnostics	310043
Mm-Scara5-O1	Advanced Cell Diagnostics	522301
Mm-Lrrc15-C2	Advanced Cell Diagnostics	467831-C2
Mm-Notch3-C3	Advanced Cell Diagnostics	425171-C3
3-plex Positive Control Probe	Advanced Cell Diagnostics	320881
3-plex Negative Control Probe	Advanced Cell Diagnostics	320871
Trichrome Stain (Masson) Kit	Millipore Sigma	HT15
Weigert’s Iron Hematoxylin	Sigma	HT1079
Phosphomolybdic acid	Sigma	HT153
0.1% Sirius Red in saturated picric acid	Electron Microscopy Sciences	2635702
Hydrochloric acid	Honeywell	258148
RNEasy Mini Kit	Qiagen	74106
iScript cDNA Synthesis Kit	BioRad	1708891
Fast SYBR Green Master Mix	Applied Biosystems	4385612
Matrigel Basement Membrane Matrix	Corning	356237
DMEM-F12, no glutamine	Thermo-Fisher	21331020
Insulin-Transferrin-Selenium-Ethanolamine	Thermo-Fisher	51500056
Epidermal Growth Factor (EGF), Mouse Natural	Corning	CB-40001
4-Hydroxytamoxifen	Sigma-Aldrich	H7904
PF-573228	SelleckChem	S2013
**Software**		
Seurat v4.1.3	Hao et al, 2021	
GSVA	Hanzelmann et al, 2013	
SCENIC v 1.3.1	Aibar et al, 2017	
ZEN 3.1 Blue	Zeiss	
ZEN 3.3 Blue	Zeiss	
QuantStudio Real-Time PCR Software v1.6.1	Applied Biosystems	
ZEN 2 Blue	Zeiss	
CellProfiler 4	Stirling et al, 2021	
**Other**		
Microtome	Leica	RM2235
Tissue chopper	Ted Pella	
Decloaking chamber	Biocare Medical	DC2012
Axio Scan.Z1	Zeiss	
Axio Observer.D1	Zeiss	
ViiA 7 Real-Time PCR System	Applied Biosystems	
SteREO Discovery.V12	Zeiss	

### Mice

Animal experiments in this study were carried out under protocols approved by the Boston University IACUC (Protocol # PROTO201800389). The mouse strains used are listed in the Reagents and Tools Table. Adult nulliparous animals were used for all experiments in this study and were between 3 and 10 months old at the initiation of experiments. Animals were housed under conditions of 68–79 °C, 30–70% humidity, and in facilities with 14/10 h and 12/12 h light/dark cycles. For induction of Cre activity, mice were intraperitoneally administered 2 mg of Tamoxifen (Sigma, T5648) on 5 consecutive days. The Tamoxifen was diluted in corn oil (Sigma, C8267). For VT104 treatment, mice were administered either vehicle or VT104 (10 mg/kg) once daily via oral gavage. The vehicle used was 5% DMSO (Fisher, D136-1 or D128-5), 5% Tween-80 (Millipore-Sigma, P1754), 40% PEG-400 (Electron Microscopy Sciences, #19720), and 50% PBS (Corning, 21-040-CV). To randomize mice for drug treatments, mice were first grouped to best normalize for differences in age, litter, and weight, and these groups were then randomly assigned to a treatment group (vehicle or VT104).

### Sample preparation for single-cell RNA-sequencing

The third, fourth, and fifth pairs of mammary glands from each mouse were excised and lymph nodes removed from the fourth pair. Following this, each sample was chopped using a McIlwain tissue chopper (Ted Pella). Samples were then dissociated using a solution of 2 mg/mL collagenase A (Roche, 11088793001), 0.5 units/mL dispase (Corning, 354235), 0.01 mg/mL DNAse (Roche, 4716728001), and 1x penicillin-streptomycin (Gibco, 30-002-CI) in DMEM (Corning, 10-103-CV) with rotating at 37 °C for 1 h. ACK Lysing Buffer (Gibco, A1049201) was then used to lyse red blood cells, TrypLE Express (Gibco, 12604021) with 0.01 mg/mL DNAse was used to dissociate samples to single cells, and samples were strained using a 40 μM cell strainer. Samples were then incubated in 1 μM Calcein Blue, AM (Invitrogen, C1429) for 15 min, washed with PBS, and strained into tubes for flow cytometry. Live cells were sorted into a solution of 0.04% BSA in PBS to proceed with processing for single-cell sequencing.

### Single-cell RNA-sequencing quality control and clustering

Cells with more than 500 features detected per cell were loaded to Seurat Version 4.1.3 (Hao et al, 2021), and cells with <20% reads coming from mitochondrial genes were retained for a total of 47,209 genes across 18,204 cells. Raw counts were normalized with Seurat’s SCTransform method, and clustered using the top 20 PCAs. Cells were first classified using the SingleR algorithm, and then refined using known cell markers. Clustering was performed at a resolution of 0.4.

### Single-cell RNA-sequencing data analysis

UMAPs, dot heatmaps, violin plots, and differential expression heatmaps were generated using Seurat Version 4 (Hao et al, 2021). For the comparison iCAF, myCAF, and PVL signatures to those observed in human TNBC and generation of the associated violin plots (Fig. 3D) signatures for iCAFs, myCAFs, dPVLs, and imPVLs were first obtained from Wu et al (2020). Seurat’s AddModuleScore was then used to calculate a signature score for each group per cell. Briefly, AddModuleScore determines the average expression of the given set of genes and subtracts the average expression of a control set of genes that have similar expression levels as the signature set for each cell. A similar process was used to compare the YAP/TAZ cancer signature (Wang et al, 2018) to single-cell clusters in Fig. 6F. Heatmaps with top differentially-expressed genes between clusters were generated using the FindAllMarkers function in Seurat. The analysis in Fig. 3C was performed only on the three fibroblast clusters after taking them as a subset of the Seurat object.

For CellChat analyses, the single-cell sequencing dataset was split into two Seurat objects, one containing cells from the control mice (*n* = 2), and the other containing cells from the Lats1/2-KO mice (*n* = 2). The SCT normalized data was used as input to CellChat for both objects, and only clusters containing at least 30 cells across the two replicates in each object were considered for signaling. This excluded two fibroblast/stromal groups (C13 and C15) and macrophages (C10) from analyses on the control samples due to low cell abundance. Communication Probabilities were calculated using all other default parameters. To define the EYFP^+^ group, cells with normalized expression value of *EYFP* > 0.5, and falling within the KO Lum ER-, KO Lum ER+, or KO Basal clusters were selected for analyses and marked as EYFP^+^ Epithelial cells.

To derive transcriptomic signatures for KO epithelial cells in the single-cell RNA-sequencing dataset, the FindMarkers function in Seurat was used to identify a set of genes unregulated in the KO samples when compared to the control samples. Signatures for each condition were defined if they had a log2FC >=0.6 and adjusted *p* value <=0.05. For enrichment analysis performed on these signatures, hypeR was used to perform gene set enrichment analysis using a background of 47,000 genes using the KEGG database.

For TIMER analysis, TCGA BrCa samples were scored with the KO and CTRL epithelial cell signatures derived from the single cell using GSVA (Hanzelmann et al, 2013). A combined KO-CTRL score was made by subtracting the CTRL GSVA signature score from the KO GSVA signature score for each BrCa sample. TIMER (Li et al, 2020) deconvolution for BrCa tumor samples were downloaded from http://timer.cistrome.org/, which contains deconvolution scores for a number of cell types based on six databases: TIMER (Li et al, 2020), CIBERSORT (Newman et al, 2015), quanTIseq (Finotello et al, 2019), xCell (Aran et al, 2017), MCP-counter (Becht et al, 2016), and EPIC (Racle et al, 2017). For BrCa tumor samples that had deconvolution scores, purity scores, and expression values (N = 1045), the association between tumor sample deconvolution score and the KO-CTRL Epithelial Signature was assessed by Pearson correlation. For all datasets except EPIC and quanTIseq, which used direct correlations, a partial correlation conditioned on the purity score was performed. An fdr adjustment was performed across cell types within each database.

SCENIC v 1.3.1 (Aibar et al, 2017) was used to perform a regulon analysis on all epithelial clusters (CTL Lum ER-, CTL Lum ER+, KO Lum ER-, CTL Basal, KO Basal, KO Lum ER+). The expression matrix containing raw counts was used as input to SCENIC with the motif collection version 9 containing 24k motifs. The matrix was filtered to remove genes that are expressed either at very low levels (< a UMI of 3 in 1% of the cells) or in too few cells (<1% of cells). GENIE3 was used to build the coexpression network on the log-transformed gene matrix and build and score the GRN. The AUC score per regulon per cell was added to the seurat object, and a differential regulon analysis was performed using the AUC scores with Seurat’s FindMarkers, utilizing a Wilcoxon rank sum test.

### Immunofluorescence, immunohistochemistry, and RNAscope in situ hybridization

The fourth mammary glands were harvested from animals and fixed in 4% paraformaldehyde (Electron Microscopy Sciences, # 15710 or Santa Cruz Biotechnology SC281692) overnight, then dehydrated and embedded in paraffin (Leica Microsystems 39602004). Tissues were sectioned using a microtome (Leica RM2235) and charged microscopy slides (Epredia and Fisherbrand). For hematoxylin and eosin staining, tissue sections were deparaffinized and hydrated, incubated in hematoxylin (Epredia, 6765003) for seven minutes, washed under running water for ten minutes, differentiated by dipping in 1% acid alcohol, and blued by placing in Scott’s tap water for three minutes. Slides were counterstained with eosin (Epredia 71311) for two minutes, followed by dehydration and mounting with Cytoseal XYL (Epredia, 83124).

For immunofluorescence staining, tissue sections were deparaffinized and hydrated, followed by antigen retrieval using either a decloaking chamber (Biocare Medical, DC2012) or microwave using a citrate-based antigen retrieval buffer (Vector Laboratories, H3300). Samples were blocked using 5% donkey serum (Millipore Sigma, S30) in TBS-T for one hour at room temperature. αSMA-Cy3 staining was additionally preceded with a block using Rodent Block M (Biocare Medical, RBM961) for 30 min prior to blocking with 5% donkey serum in TBS-T. Following this, tissues were incubated overnight at 4–5 °C in the desired primary antibodies diluted in blocking buffer. Slides were then washed with TBS-T and secondary antibodies in blocking buffer were applied for one hour at room temperature. Following this, slides were washed with TBS-T and mounted using Prolong Gold reagent with DAPI (Invitrogen, P36931). DAPI is shown in blue in all figure panels. Antibodies used for immunofluorescence are described in the Reagents and Tools Table and used at the following dilutions: Keratin 8, ~0.5 μg/mL; Keratin 14 – FITC, 1:20; PDGFRβ, 1:100; CD45, 1:400; CD68, 1:400; F4/80, 1:400; αSMA-Cy3, 1:400; Laminin beta-1, 1:100; Laminin gamma-1, 1:100; Fibronectin, 1:200; Periostin, 1:200; Tenascin C, 1:200; GFP, 1:400; TAZ, 1:100; Integrin β1, 1:100; Donkey α-Rabbit 647, 2.5 μg/mL; Donkey α-Rat 488 (Jackson ImmunoResearch), 2–2.5 μg/mL; Donkey α-Rat 488 (Invitrogen), 4 μg/mL; Donkey α-Rat Cy3, 2.5 μg/mL; Donkey α-Chicken 594, 2.5 μg/mL; Donkey α-Chicken 647, 2.5 μg/mL.

RNAscope in situ hybridization was performed using either the RNAscope 2.5 HD-RED assay (Advanced Cell Diagnostics, 322360) or the Multiplex Fluorescent v2 assay (Advanced Cell Diagnostics, 323370) following the manufacturer’s protocols with the following changes: for both assays, hydrogen peroxide incubation was performed prior to antigen retrieval, antigen retrieval was performed using a decloaking chamber, and protease incubation was performed for 15 min; for the 2.5 HD-RED Assay, the AMP 5 step was performed for 15–20 min. When RNAscope was coupled with immunofluorescence, slides were washed after completion of the RNAscope assay and immediately blocked with 5% donkey serum, followed by immunofluorescent staining as described above. For all RNAscope experiments, a negative control probe was run as a quality control. The probes used were obtained from Advanced Cell Diagnostics as follows: Mm-Tgfb2 (406181), Mm-Pdgfa (411361), Mm-Pdgfb (424651), Mm-Csf1 (315621), Positive Control Probe - Mm-Ppib (313911), Negative Control Probe - DapB (310043), Mm-Scara5-O1 (522301), Mm-Lrrc15-C2 (467831-C2), Mm-Notch3-C3 (425171-C3), 3-plex Positive Control Probe (320881), 3-plex Negative Control Probe (320871).

Masson-Trichrome staining was performed with a commercial kit (Millipore Sigma, HT15-1KT) using a staining protocol adapted from the standard manufacturer’s microwave procedure and using Weigert’s iron hematoxylin to stain nuclei. For picrosirius red staining, deparaffinized and rehydrated slides were stained with Weigert’s iron hematoxylin (Sigma, HT1079) for 5 min, then rinsed under running water for 10 min. The slides were then treated with 0.2% phosphomolybdic acid (Sigma, HT153) for 5 min followed by staining with 0.1% Sirius Red in saturated picric acid (Electron Microscopy Sciences, 2635702) for 90 min. This was followed by a 2-minute wash in 0.01 N hydrochloric acid (Honeywell, 258148), a one-minute rinse with 70% ethanol, dehydration, and mounting using Cytoseal XYL (Epredia, 83124). Histology images were acquired using a Zeiss Axio Scan.Z1 microscope with ZEN 3.1 Blue software or a Zeiss Axio Observer.D1 microscope with ZEN 3.3 Blue software.

### RNA isolation and RT-qPCR

The 3rd and 5th mammary glands were excised from mice and chopped using a McIlwain tissue chopper (Ted Pella). Samples were then dissociated using the same buffer as described for sample preparation for single-cell RNA-sequencing. ACK Lysing Buffer (Gibco, A1049201) was used to lyse red blood cells, samples were washed once with PBS, centrifuged, and the resulting pellet of epithelial and stromal cells was lysed using RLT buffer from the RNEasy Mini Kit (Qiagen, 74106). RNA isolation was then performed using this kit. cDNA synthesis was performed using the iScript cDNA synthesis kit (BioRad, 1708891), and RT-qPCR analysis was performed using Fast SYBR Green reagents (Applied Biosystems, 4385612) on the ViiA 7 platform using QuantStudio Real-Time PCR Software v1.6.1 (Applied Biosystems). Primers used for RT-qPCR are listed in the Reagents and Tools Table. *Ppia* was used as a reference gene and fold change values for RT-qPCR data were obtained using the 2^−ddCT^ method. Fold change values were Log2-transformed for presentation and statistical analysis.

### Mammary organoid cultures

The 3rd, 4th, and 5th mammary glands were collected and dissociated for one hour rotating at 37 °C using the same solution used for sample preparation for single-cell RNA-sequencing. Adipocytes were eliminated using centrifugation and red blood cells were lysed using ACK lysing buffer (Gibco, A1049201). The epithelial fraction was further separated from stromal cells using two methods. First, differential centrifugation was performed using ten quick pulses in a centrifuge with media aspiration and resuspension between each. Second, differential adhesion was performed by plating the epithelial and any residual stromal cells on tissue culture plates for 1–1.5 h to allow stromal cells to adhere. The remaining epithelial organoid fraction was then collected and seeded in Matrigel domes (Corning, 356237) on round coverslips in 24-well plates. Organoids were counted to normalize numbers seeded between conditions. Organoids were grown in DMEM/F12 media without glutamine (Thermo-Fisher, 21331020) supplemented with 1x penicillin-streptomycin, 1x Insulin-Transferrin-Selenium-Ethanolamine (Thermo-Fisher 51500056), and 2.5 nM mouse EGF (Corning, CB-40001). For each experiment, two mice were pooled per condition (control or LATS1/2-KO). Organoids were grown for seven days, switched to media with 0.1 µM 4-Hydroxytamoxifen (Sigma-Aldrich, H7904) and either vehicle or PF-573228 (SelleckChem, S2013), and grown seven more days prior to imaging. Imaging of organoids was performed on a Zeiss SteREO Discovery.V12 microscope with ZEN 2 Blue software.

### RNA-sequencing expression analysis

Heatmaps for expression of RNA-sequencing data were generated using Morpheus software from the Broad Institute (https://software.broadinstitute.org/morpheus).

### Image analysis

All quantifications were performed in CellProfiler 4 (Stirling et al, 2021). For all quantifications on mouse tissues, five representative image subsets containing mammary ducts were captured for each mouse using KRT14 and/or KRT8 stain as a reference and while remaining blinded to the image channel to be quantified. For quantifications in Figs. 3A, 4I, 4J, 4K, 4L, 4M, 5A, 5D, 5E, 7C, and D, the subset images were then loaded into CellProfiler and the *MeasureImageIntensity* function was used to determine the total intensity of the image channel to be quantified. These values were then divided by the scaled size of the image (in μm) to obtain intensity/area values per image, and the intensity/area values of all images for each mouse were averaged to obtain the data presented.

For quantifications in Figs. 3J, 3K, 3L, 5I, 7E, 7F, and 7G, the *Threshold* function in CellProfiler was first used to threshold the image subsets using the K8 stain. K8-thresholded images were then used to mask the channel to be quantified, and *MeasureImageIntensity* was used to calculate the total intensity of the image channel to be quantified within the masked K8 regions. *MeasureImageAreaOccupied* was then used to determine the area of the masked K8 region, and these values were converted to μm. The intensity values were then divided by the area values to obtain intensity/area values per image, and the intensity/area values of all images for each mouse were averaged to obtain the data presented. The measurements in Fig. 6D were obtained the same way, except K8 and K14 were used to threshold epithelia instead of K8 alone, and the invert of the K8/K14 mask was also used to calculate the intensity of the image channel outside of K8/K14+ regions. For Fig. 7B, images were thresholded on EYFP using the *Threshold* function, and then the K14 channel was masked by the EYFP-thresholded images. The total intensity of K14 within the EYFP mask was then measured using *MeasureImageIntensity*. The K14 intensity values were then divided by the area of the EYFP threshold in μm to obtain the data presented.

For quantification of TAZ intensity in EYFP+ and EYFP- cells, images were taken of ducts with a mixture of EYFP+ and EYFP- cells while blinded to TAZ staining. Images were then sequentially thresholded on K8 to identify epithelia and DAPI to identify nuclei using the *Threshold* function. For Lats1/2-KO samples, images were additionally thresholded on EYFP to identify EYFP+ and EYFP- cells. The K8-thresholded images were then masked using EYFP and the invert of EYFP to give K8 + EYFP+ and K8 + EYFP- cells. The DAPI threshold images were then masked by the resultant K8 + EYFP+ and K8 + EYFP- images to identify nuclei. Finally, the resultant masked K8 + EYFP+ nuclei and K8 + EYFP- nuclei were used to mask TAZ, and the mean nuclear TAZ intensity was calculated across all images taken per mouse using *MeasureImageIntensity*. The CTL mice were analyzed using the same settings, but without including an EYFP threshold, thus giving only K8+ nuclear TAZ intensity. For this experiment, nuclear brightness of the images was adjusted between mice to account for variability and ensure accurate identification of nuclei in the CellProfiler pipeline.

For the quantification in Fig. EV1A, the *Threshold* function in CellProfiler was first used to threshold the image subsets using the K8 and K14 stain. Nuclei were then identified as primary objects using DAPI, and the K8/14-thresholded images were used to mask the nuclei objects. The number of objects (nuclei) in the inverse region of the K8/K14-thresholded images were then counted in CellProfiler. The area of the K8/K14-inverse region was calculated in μm^2^, and the number of stromal nuclei/μm^2^ was then calculated. For all image data analyses, “a.u.” = arbitrary units. Tissues from mice were excluded from image analyses if they had poor histological quality.

For the organoid size quantification in Fig. 6E, brightfield pictures of organoid wells were first loaded into CellProfiler. The edges of organoids were first enhanced using *EnhanceEdges*, followed by identification of organoids as primary objects. The area of the identified organoid objects was then calculated and averaged across every well to obtain the average organoid size per well.

### Statistical analyses

All results were replicated with similar results at frequencies reported in the legends. No statistical methods were used to estimate sample sizes. Researchers were blinded for image analyses as described, otherwise no blinding took place. Statistical analyses of in vivo data were all performed using GraphPad Prism 10. Parametric tests were used, as sample sizes for data were too small to reliably test for normality. For all statistical analyses, a *p*-value < 0.05 was considered significant. All statistical tests and sample sizes for specific panels are stated in the figure legends.

## Supplementary information

Peer Review File

Data Set EV1

Data Set EV2

Source data Fig. 1

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

Expanded View Figures

## Data Availability

The datasets produced in this study are available in the following databases: -scRNA-seq data: NCBI Gene Expression Omnibus (GEO), accession number GSE267351. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-025-00370-3.

# Supplementary material for: LATS1/2 inactivation in the mammary epithelium drives the evolution of a tumor-associated niche
**Source:** EMBO Rep. 2025 Feb 14;26(6):1472–503. doi: 10.1038/s44319-025-00370-3
**Supplement:** Supplementary file 10 — Expanded View Figures

## Expanded View Figures

**Figure EV1. Epithelial and stromal alterations in basal-like mammary carcinomas driven by LATS1/2 deletion.**

(A) Immunofluorescence staining for DAPI, KRT14, and KRT8 in CTL and LATS1/2-KO mammary glands (Scale bar, 50  $\mu$ m) and quantification of nuclei counts per area in the mammary stroma ( $n = 6$  CTL mice,  $n = 6$  L1/2-KO mice, 5 regions analyzed per mouse. Data are shown with mean  $\pm$  SEM. Two-tailed unpaired T-test). (B) Heatmap of the top 10 differentially expressed genes in each cluster (ranked by Log2FC and using genes expressed in at least 50% of cells in the cluster). Note that if a gene is duplicated in the top 10 genes of two separate clusters, it is only shown once. (C) Violin plot of EYFP expression across all clusters ( $n = 3496$  cells for C1,  $n = 2666$  cells for C2,  $n = 2458$  cells for C3,  $n = 1607$  cells for C4,  $n = 1483$  cells for C5,  $n = 1156$  cells for C6,  $n = 1031$  cells for C7,  $n = 928$  cells for C8,  $n = 799$  cells for C9,  $n = 611$  cells for C10,  $n = 603$  cells for C11,  $n = 440$  cells for C12,  $n = 417$  cells for C13,  $n = 369$  cells for C14,  $n = 140$  cells for C15). (D) UMAP of cell groups specified for CellChat analyses.

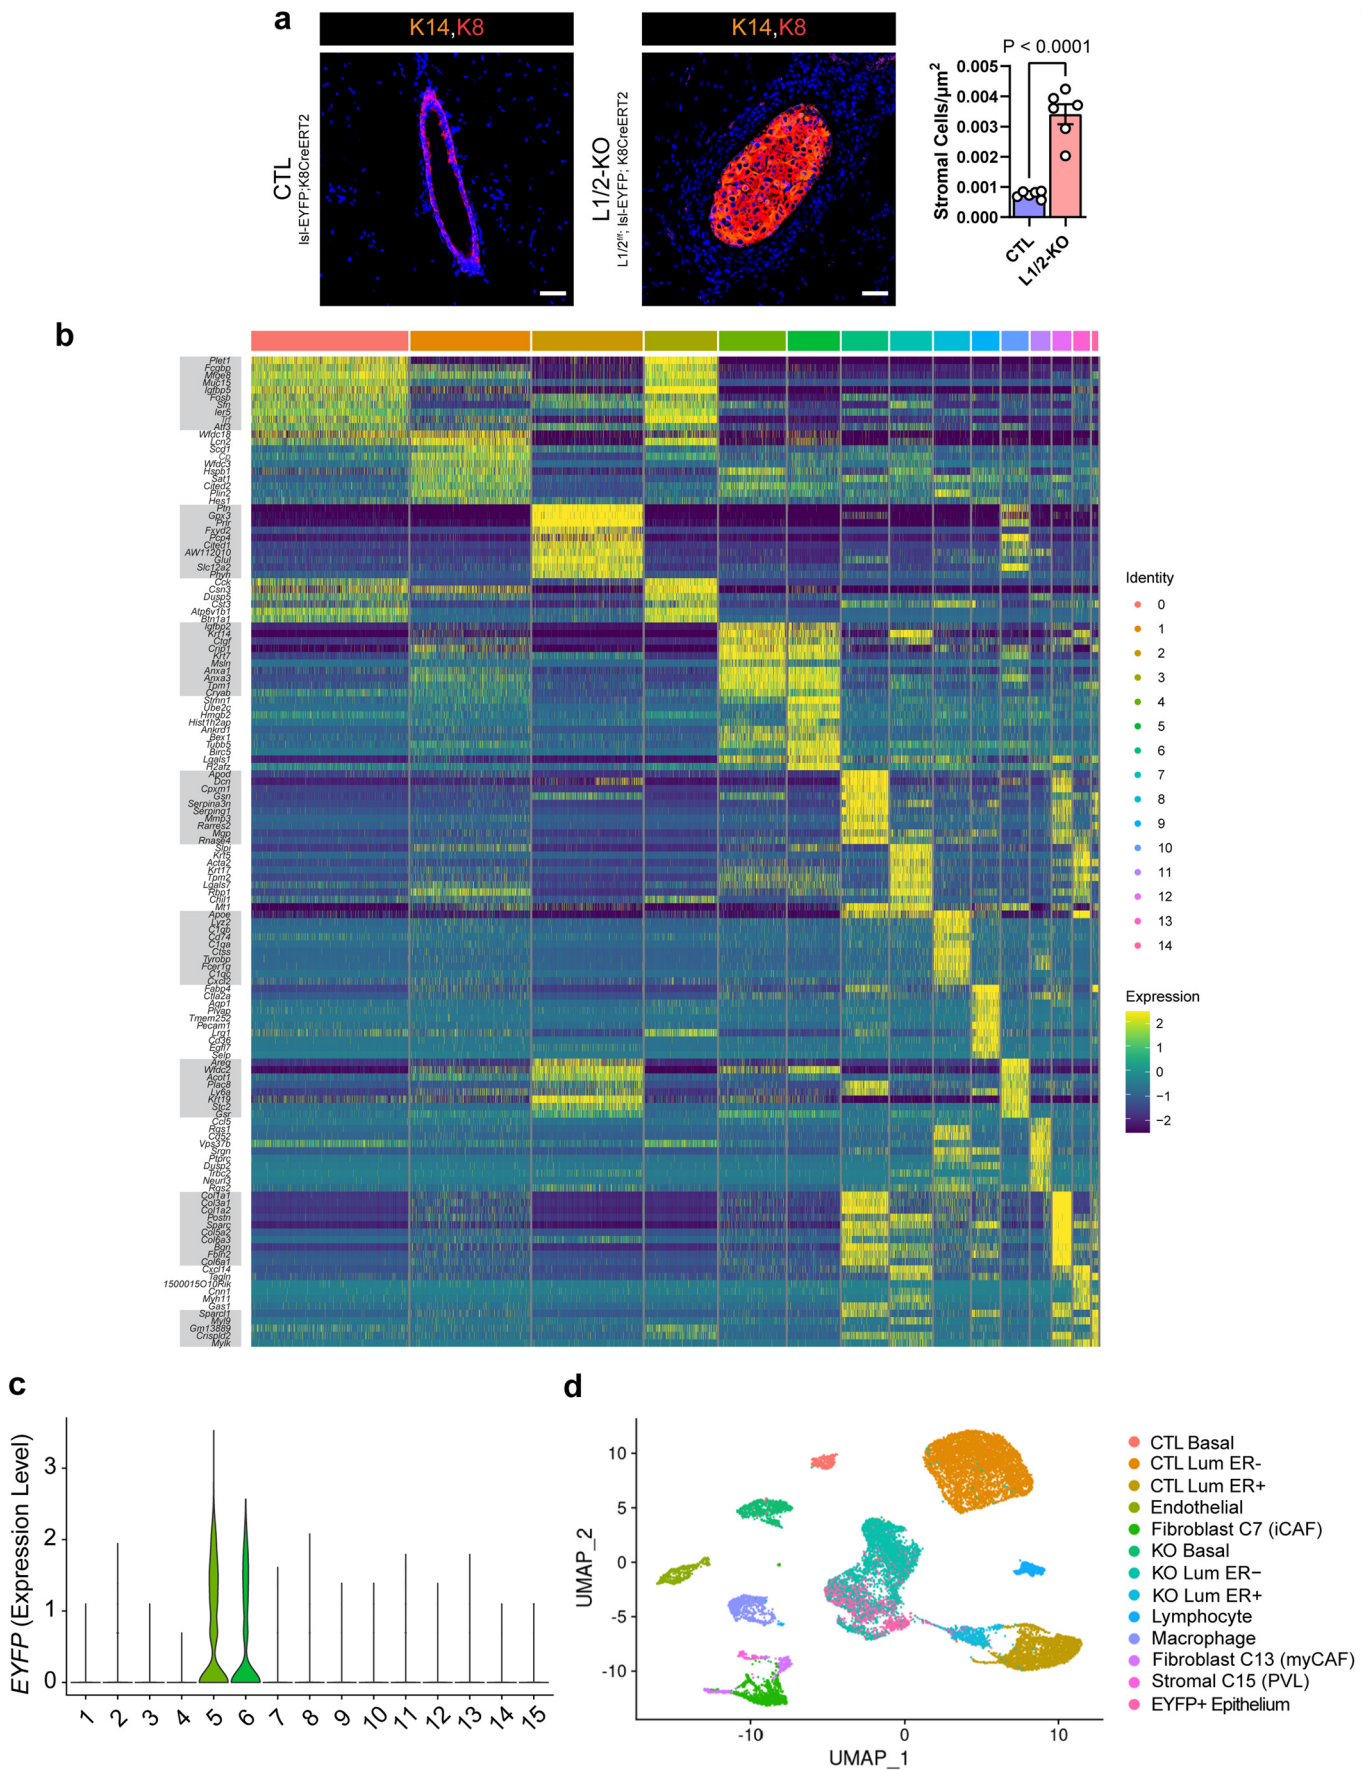

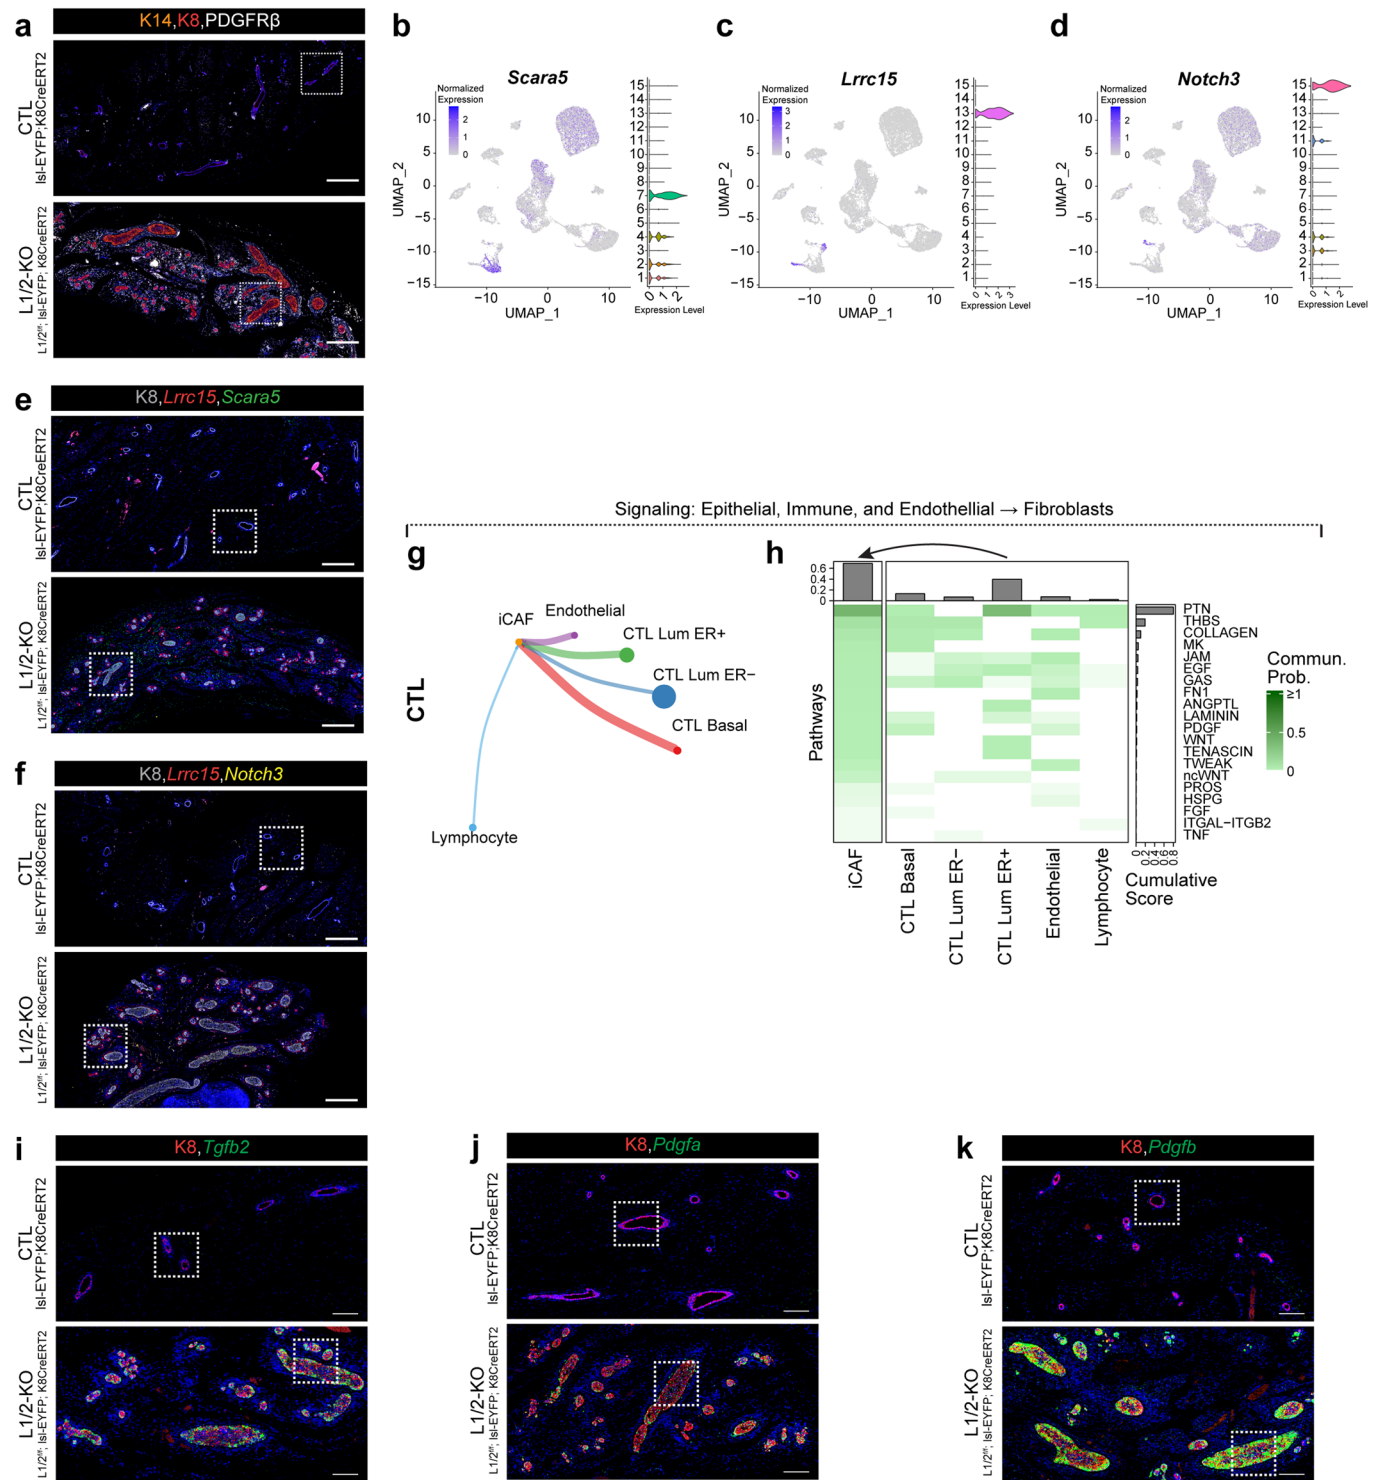

**Figure EV2. Accumulation of cancer-associated fibroblasts in the mammary stroma of mice with LATS1/2 inactivation.**

(A) Immunofluorescence staining for KRT14, KRT8, and PDGFR $\beta$  in CTL and LATS1/2-KO mammary glands. Dashed boxes indicate subsets shown in Fig. 3A (Scale bar, 500  $\mu$ m). (B–D) UMAPs of transcriptional markers of the iCAF (*Scara5*) (B), myCAF (*Lrrc15*) (C), and PVL (*Notch3*) (D) populations, along with violin plots of the expression of each gene across all clusters (For violin plots in (B–D),  $n = 3496$  cells for C1,  $n = 2666$  cells for C2,  $n = 2458$  cells for C3,  $n = 1607$  cells for C4,  $n = 1483$  cells for C5,  $n = 1156$  cells for C6,  $n = 1031$  cells for C7,  $n = 928$  cells for C8,  $n = 799$  cells for C9,  $n = 611$  cells for C10,  $n = 603$  cells for C11,  $n = 440$  cells for C12,  $n = 417$  cells for C13,  $n = 369$  cells for C14,  $n = 140$  cells for C15). (E) RNAscope of *Lrrc15* and *Scara5* along with IF for KRT8 in CTL and LATS1/2-KO mammary glands. Dashed boxes indicate subsets shown in Fig. 3E (Scale bar, 500  $\mu$ m) ( $n = 3$  CTL mice,  $n = 3$  L1/2-KO mice). (F) RNAscope of *Lrrc15* and *Notch3* along with IF for KRT8 in CTL and LATS1/2-KO mammary glands. Dashed boxes indicate subsets shown in Fig. 3F (Scale bar, 500  $\mu$ m) ( $n = 3$  CTL mice,  $n = 3$  L1/2-KO mice). (G) CellChat circle plots showing communication networks from epithelial and stromal cell groups (senders) to iCAF group (receiver) in CTL mammary glands. Line width represents the total number of interactions identified. (H) Heatmap of communication probabilities of signaling pathways from epithelial and non-fibroblast-associated stromal cell groups to the iCAF population in CTL mammary glands. (I–K) RNAscope for *Tgfb2* (I), *Pdgfa* (J), and *Pdgfb* (K) in CTL and LATS1/2-KO mammary glands, along with IF for KRT8. Dashed boxes indicate subsets shown in Fig. 3J–L (Scale bar, 200  $\mu$ m) ( $n = 3$  CTL mice,  $n = 3$  L1/2-KO mice each for I–K).

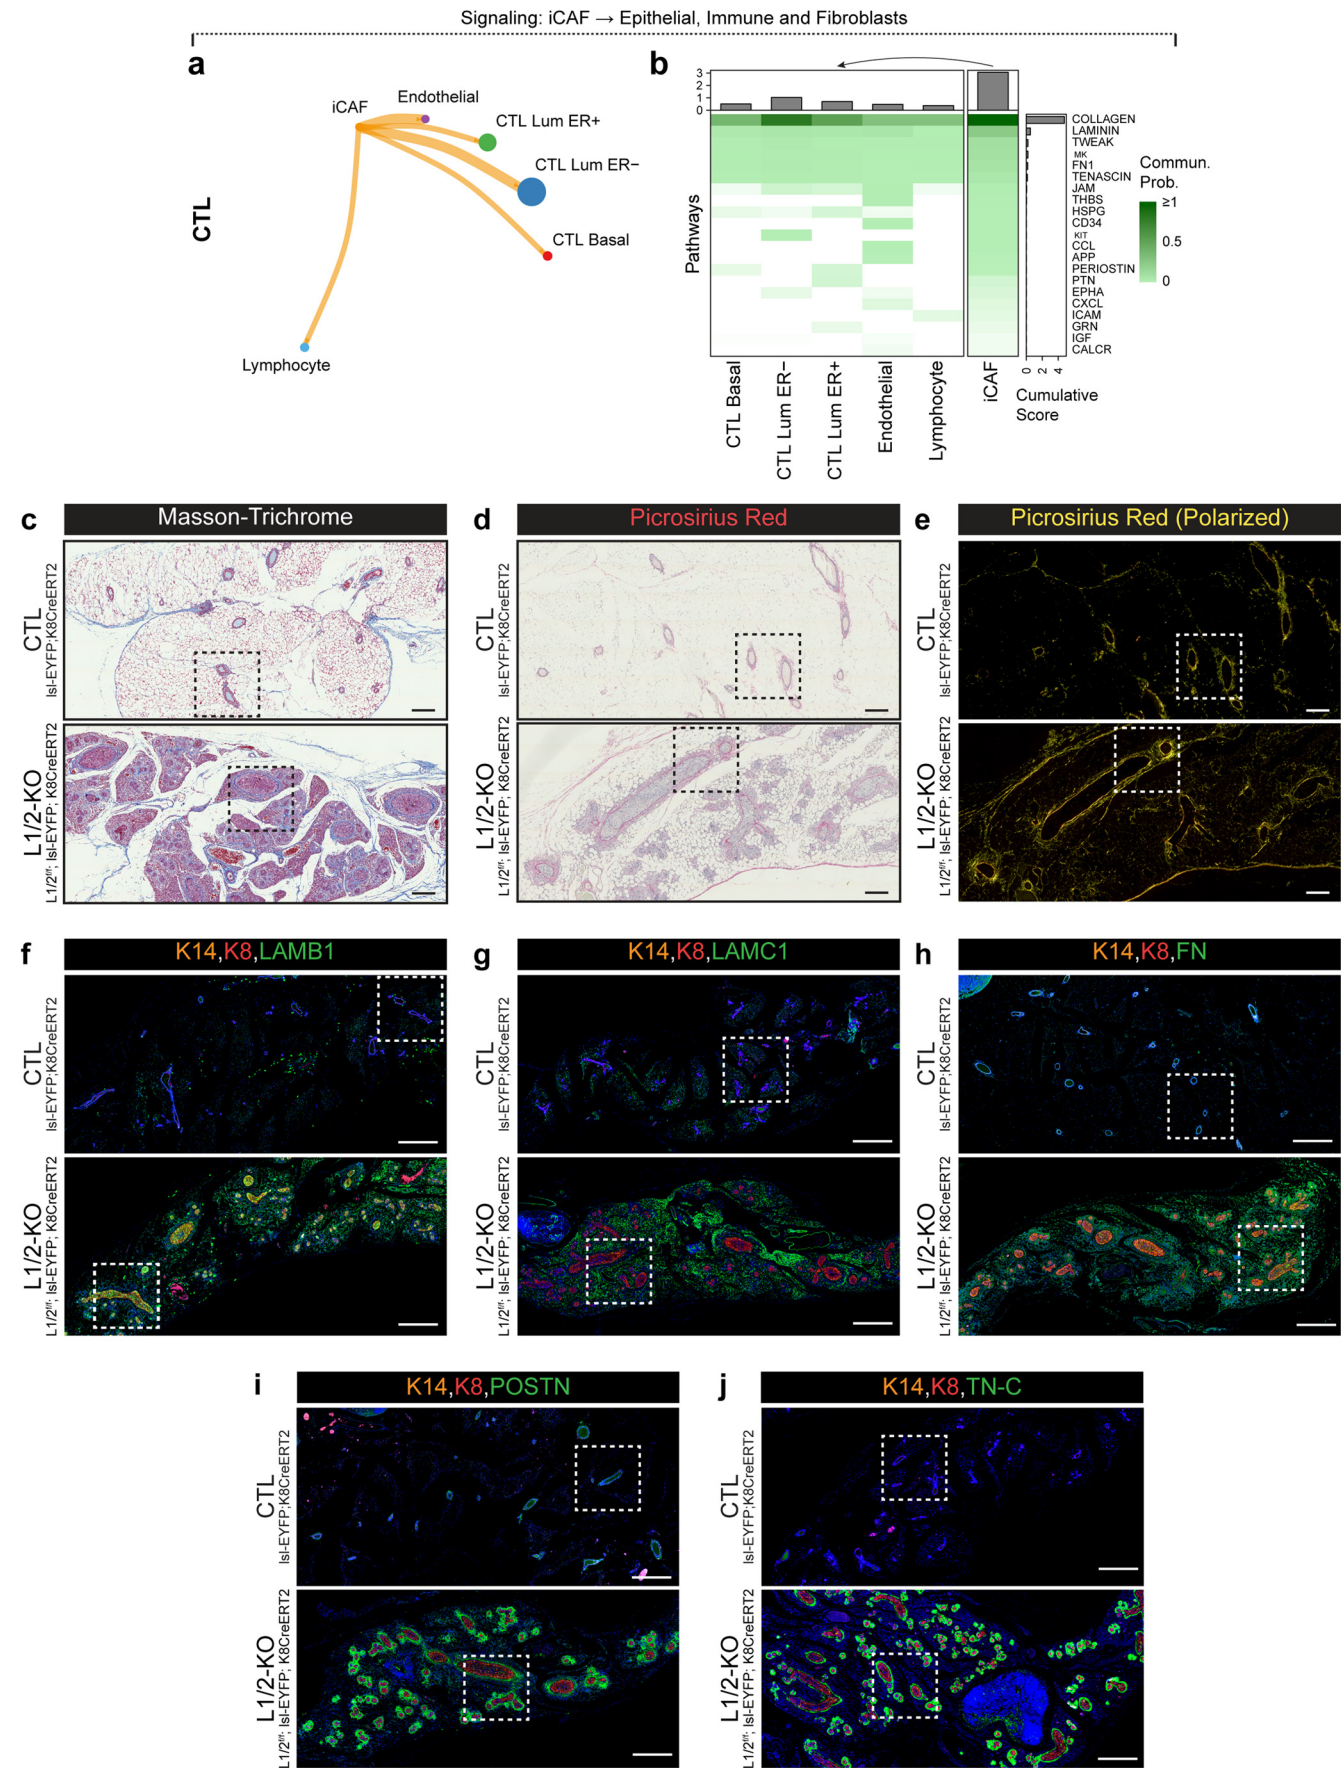

◀ **Figure EV3. Mammary carcinomas driven by LATS1/2 deletion display deposition of extracellular matrix proteins.**

(A) CellChat circle plots showing communication networks from the iCAF group (senders) to epithelial and stromal cell groups (receivers) in CTL mammary glands. Line widths represent the total number of interactions identified. (B) Heatmap of communication probabilities of signaling pathways from the iCAF group to epithelial and stromal cell groups in CTL mammary glands. (C) Masson-Trichrome staining of CTL and LATS1/2-KO mammary glands (Scale bar 200  $\mu$ m) ( $n = 6$  CTL mice,  $n = 4$  L1/2-KO mice from two experiments). (D-E) Picrosirius red staining in CTL and LATS1/2-KO mammary glands using brightfield (D) and polarizing (E) light. (Scale bar 200  $\mu$ m) ( $n = 4$  CTL mice,  $n = 6$  L1/2-KO mice). (F-J) Immunofluorescence staining for KRT14, KRT8, and Laminin  $\beta$ 1 (F), Laminin  $\gamma$ 1 (G), Fibronectin (H), Periostin (I), and Tenascin C (J) in CTL and LATS1/2-KO mammary glands (Scale bar 500  $\mu$ m) ( $n = 6$  CTL mice,  $n = 6$  L1/2-KO mice for each panels F-J). For all images, the dashed boxes indicate the subsets that are shown in Fig. 4.

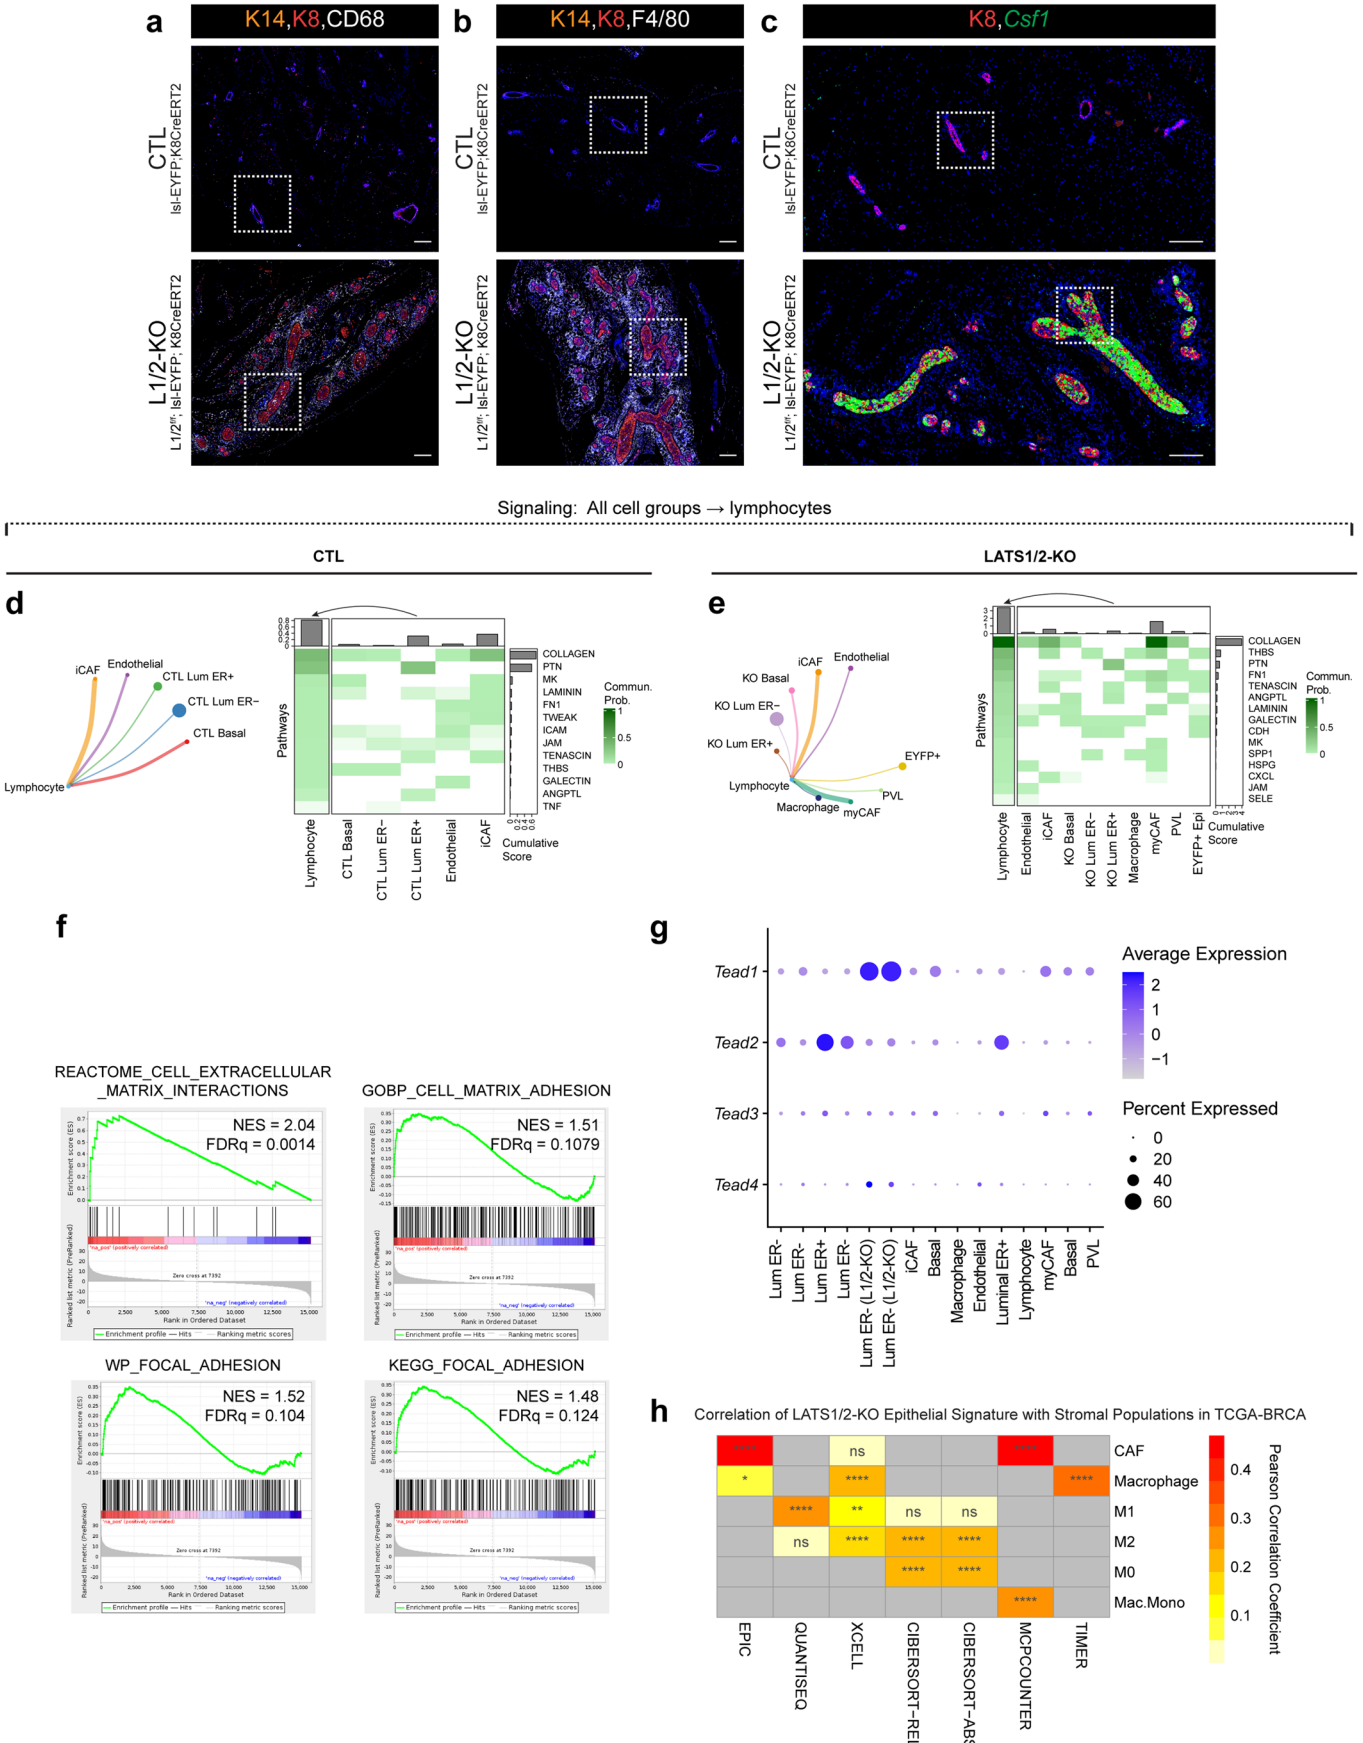

**Figure EV4. Immune cell alterations in carcinomas driven by LATS1/2 inactivation and association of YAP/TAZ-TEAD with epithelial and stromal remodeling in mouse and human breast cancers.**

(A) Immunofluorescence staining for KRT8, KRT14, and CD68 in CTL and LATS1/2-KO mammary glands. Dashed boxes indicate subsets shown in Fig. 5D (Scale bar, 200  $\mu$ m) ( $n = 6$  CTL mice,  $n = 6$  L1/2-KO mice). (B) Immunofluorescence staining for KRT8, KRT14, and F4/80 in CTL and LATS1/2-KO mammary glands. Dashed boxes indicate subsets shown in Fig. 5E (Scale bar, 200  $\mu$ m) ( $n = 6$  CTL mice,  $n = 6$  L1/2-KO mice). (C) RNAscope for *Csf1* along with IF for KRT8 in CTL and LATS1/2-KO mammary glands. Dashed boxes indicate subsets shown in Fig. 5I (Scale bar, 200  $\mu$ m) ( $n = 3$  CTL mice,  $n = 3$  L1/2-KO mice). (D) CellChat circle plots showing communication networks from all cell groups (senders) to lymphocytes (receivers) in CTL and LATS1/2-KO mammary glands. Line widths represent the total number of interactions identified. (E) Heatmap of communication probabilities of signaling pathways from all cell groups to lymphocytes in CTL and LATS1/2-KO mammary glands. (F) GSEA enrichment plots of selected genesets enriched in sorted EYFP<sup>+</sup> cells from the mammary glands of LATS1/2-KO (LATS1/2<sup>fl</sup>; Isl-EYFP; Krt8CreERT2) mice relative to CTL (Isl-EYFP; Krt8CreERT2) mice. (G) Dot heatmap of TEAD transcription factors across all single-cell RNA-seq clusters. (H) TIMER Analysis of LATS1/2-KO epithelial signature correlated with presence of stromal cell populations in human TCGA samples. Gray boxes indicate that this cell type was not included in the indicated database. \* $\text{fdr} < 0.05$ , \*\* $\text{fdr} < 0.01$ , \*\*\*\* $\text{fdr} < 0.0001$ , ns = not significant.

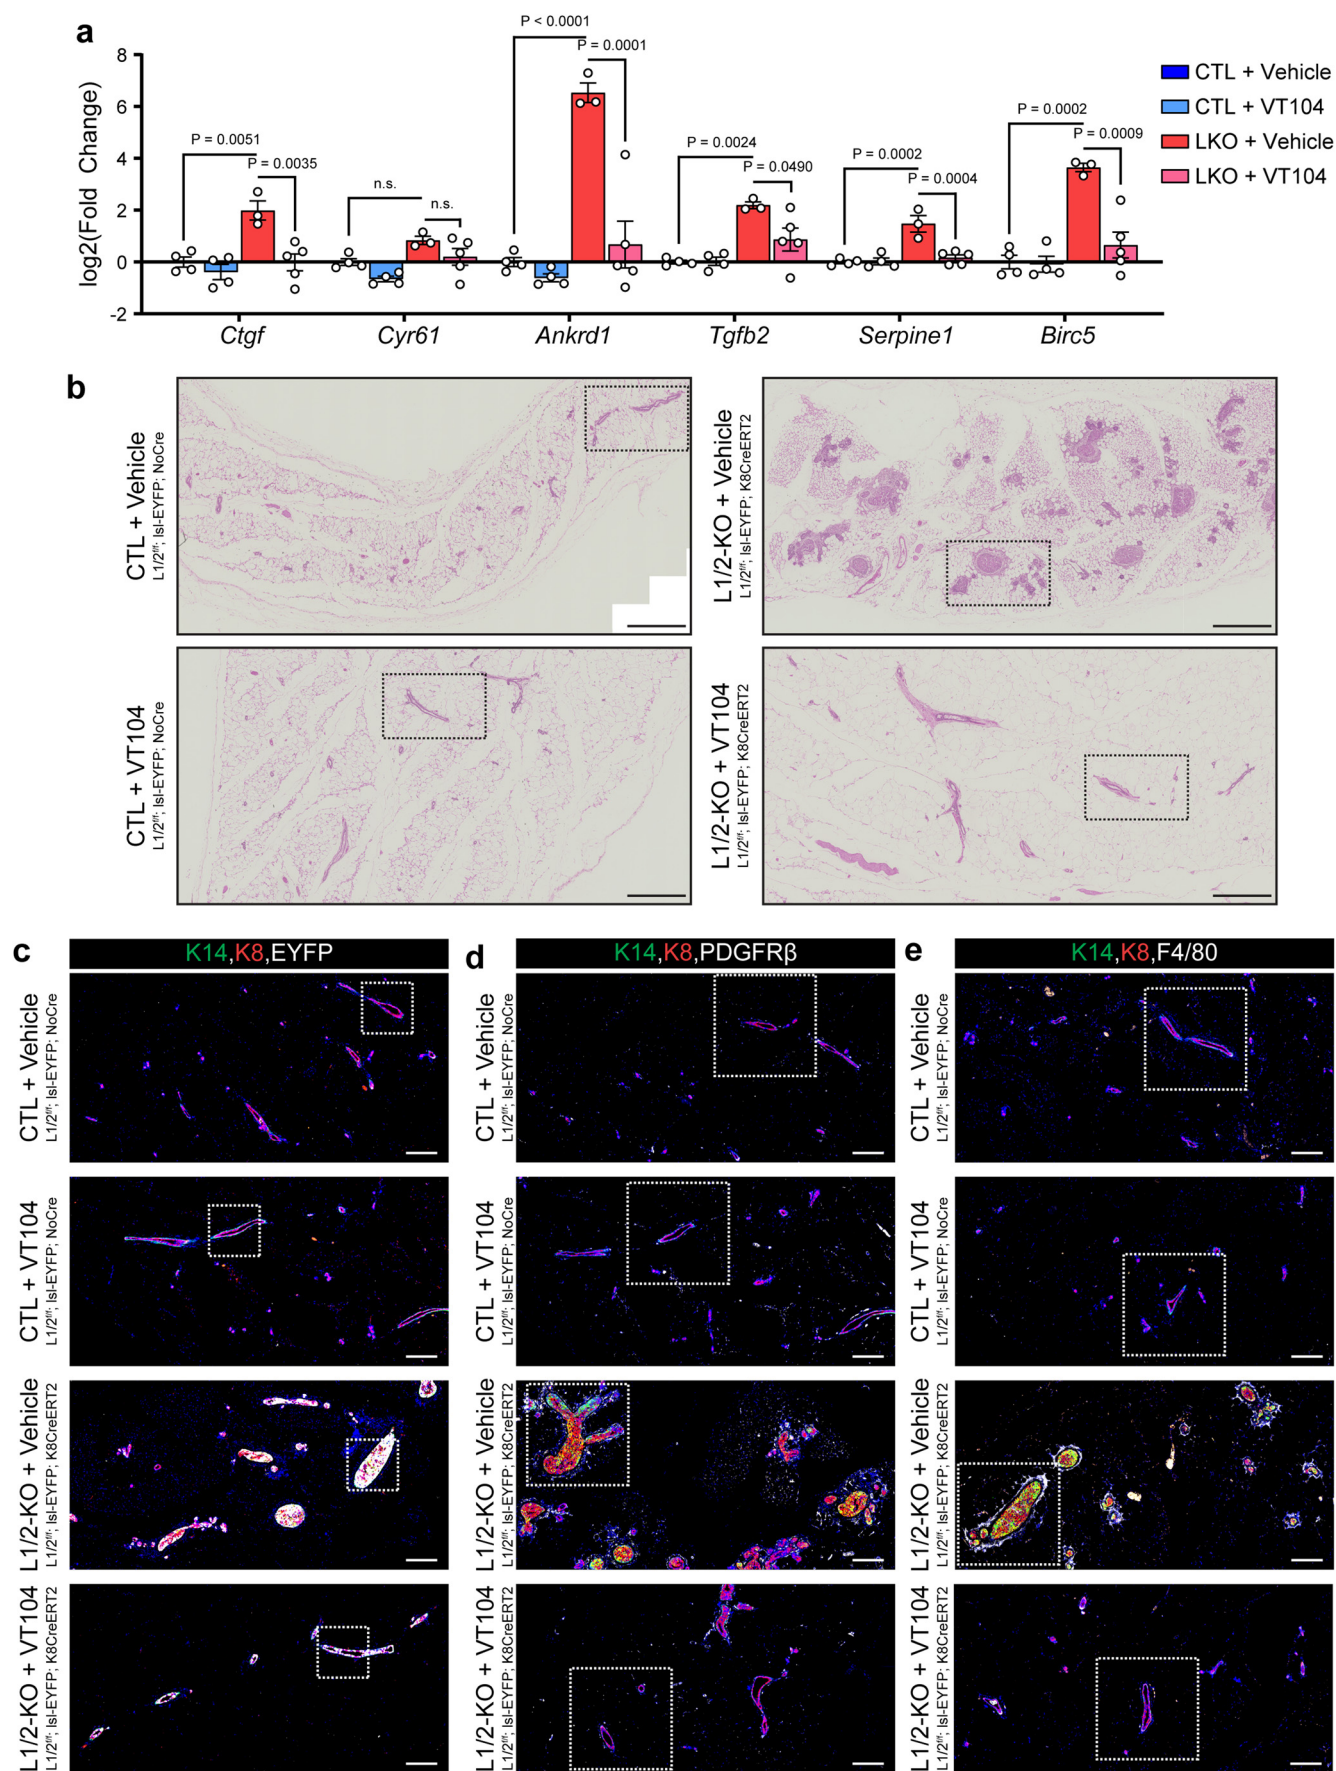

◀ **Figure EV5. Pharmacological inhibition of YAP/TAZ reverses epithelial and stromal alterations in LATS1/2-null carcinomas.**

(A) RT-qPCR analysis of YAP/TAZ-target gene expression in samples of epithelial and stromal cells collected from the 3rd and 5th mammary glands of CTL (*Lats1/2<sup>fl</sup>*; *Isl-EYFP*; NoCre) and L1/2-KO (*Lats1/2<sup>fl</sup>*; *Isl-EYFP*; K8CreERT2) mice treated with Vehicle or VT104 as outlined in Fig. 7A ( $n = 4$  CTL + Vehicle mice,  $n = 4$  CTL + VT104 mice,  $n = 3$  L1/2-KO + Vehicle mice,  $n = 5$  L1/2-KO + VT104 mice). Data are shown with mean  $\pm$  SEM. Ordinary two-way ANOVAs with Tukey's multiple comparisons tests. Adjusted *P*-values are displayed in figure). (B) Hematoxylin and eosin stain of CTL (*LATS1/2<sup>fl</sup>*; *Isl-EYFP*; noCre) and LATS1/2-KO (*LATS1/2<sup>fl</sup>*; *Isl-EYFP*; Krt8CreERT2) mammary glands treated with Vehicle and VT104. Dashed boxes indicate subsets shown in Fig. 7A (Scale bar, 500  $\mu$ m). (C) Immunofluorescence staining for KRT8, KRT14, and EYFP in mammary glands of CTL and LATS1/2-KO mice treated with Vehicle and VT104. Dashed boxes indicate subsets shown in Fig. 7B (Scale bar, 200  $\mu$ m). (D) Immunofluorescence staining for KRT14, KRT8, and PDGFR $\beta$  in mammary glands of CTL and LATS1/2-KO mice treated with VT104. Dashed boxes indicate subsets shown in Fig. 7C (Scale bar, 200  $\mu$ m). (E) Immunofluorescence staining for KRT14, KRT8, and F4/80 in mammary glands of CTL and LATS1/2-KO mice treated with VT104. Dashed boxes indicate subsets shown in Fig. 7D (Scale bar, 200  $\mu$ m). For all panels:  $n = 4$  CTL + Vehicle mice,  $n = 4$  CTL + VT104 mice,  $n = 3$  L1/2-KO + Vehicle mice,  $n = 5$  L1/2-KO + VT104 mice.

How the deposited data were processed for this re-analysis (not part of the article)

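Droplet-based 3' single-cell RNA counts were analysed for 4 mammary gland libraries, 1 per mouse: CTL replicates 1 and 2, without Cre, and LATS1/2-KO replicates 1 and 2. The values are UMI counts per gene and barcode, made by the authors with Cell Ranger 6.1.2 and used as deposited; they are whole numbers that were not normalized before deposition. The genome build was not stated. The labels name no batch, and replicate numbers do not pair a CTL mouse with a LATS1/2-KO mouse.

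The matrices hold 28693 genes, of which 58 symbols are listed more than once; results for such symbols, *Tead2* among them, are uncertain. Of 20324 barcodes, 18200 with more than 500 genes and under 20% mitochondrial UMIs were kept. The kept cells held 46810771 and 42630666 UMIs in the CTL libraries and 38792520 and 44758376 in the LATS1/2-KO libraries. No doublets were removed in the main setting, as the paper's Methods state no such step. Scrublet (scanpy 1.11.5) called only 85 cells at its own threshold, which is too few to act as a doublet filter, so the planned removal of its calls was not run and the 676 cells with the highest scores were removed in its place as an alternative.

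The counts were processed with R 4.3.3, Seurat 5.3.0 and sctransform 0.4.2: SCTransform, 3000 variable genes, 20 principal components and Louvain clustering at resolution 0.4. Clusters were named from marker lists. An epithelial cluster took the lineage with the most markers at 2 or more times the level of free RNA, with at least 3 markers and no tie, and was otherwise left without a lineage; a cluster with a median depth under 1/3 of its libraries' and no marker of its own class among its 10 leading genes was left unnamed as well. The markers were fixed beforehand, while these limits for naming a cluster were set after the marker levels of the clusters had been seen. Stromal subtypes were named at resolution 0.8, chosen after the clusters at 0.4 had been seen and with the subtype sizes in the paper in view. Names such as iCAF-like say which markers a cluster carries.

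Counts were summed per class and library and tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood F test, Benjamini-Hochberg adjustment, threshold 0.05). A class was tested if each library held at least 20 of its cells, which left out the macrophages. Within a class, LATS1/2-KO was compared with CTL by condition alone. *EYFP*+ with *EYFP*- cells and the stromal subtypes were compared within LATS1/2-KO libraries with the mouse as block. The interaction of luminal class and condition also had the mouse as block. Gene sets were tested with camera (limma 3.58.1, inter-gene correlation 0.01) and with fry, adjusted over the classes; comparisons outside the classes carry camera's and fry's p-values without adjustment. Where a gene had 0 counts in a group, the fold change is given as a lower bound. CPM are counts scaled to a common library total in edgeR's unit of that name, with TMM for tested genes and without it for levels by cluster or subtype. Shares of cells carry exact binomial intervals and an exact permutation test over libraries.

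The lists, the markers, the tests and most alternatives were fixed before the data were examined. The lists are YAP/TAZ targets, focal adhesion and actin, dissociation and immediate early, progesterone response, interferon response, cell cycle and milk proteins, with collagens, laminins and integrins by symbol and the TEAD1 regulon from the paper. The genes named are those the paper names beside the single-cell data and, per comparison, the 3 largest and 3 smallest log2 fold changes past the threshold whose groups do not overlap.

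Alternatives were RLE size factors, DESeq2 1.42.0, no low-count filter, the replicate number as block, a 10% mitochondrial limit, log-normalized counts, resolutions 0.2 and 0.8, clustering without changed genes, sums thinned to the smallest library, cells thinned to 2000 UMIs, at least 2 *EYFP* UMIs, the paper's *EYFP* limit of 0.5, a log2 fold change of at least 0.6, no block, reclustering of fibroblasts without matrix genes, and each library left out in turn. Removal of the highest Scrublet scores, subtraction of free RNA and the extended TEAD1 regulon were added after the data had been seen. The share of free RNA in a class was taken from genes it was assumed not to make: *Col1a1*, *Col1a2* and *Col3a1* for luminal cells, and *Wfdc18*, *Csn3*, *Plet1*, *Trf*, *Krt8* and *Krt18* for the other classes.

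A self-test put 200 changed genes of known size into counts simulated at the dispersion of each comparison. Of those that passed the filter, the share recovered was 93.4% in luminal ER- cells, 75.3% in luminal ER+, 74.7% in basal, 50.3% in endothelial, 37.4% in fibroblast and 36.1% in lymphocyte cells, so a gene not called in the last 3 classes may still change. The false share was 1.44 to 5.17%. The simulation gave all genes of a comparison the same dispersion and changed few of them, while 8791 of 13644 changed in luminal ER- cells. These shares therefore describe the simulated counts, and those of the real tests may differ.

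CellChat, SCENIC and the KEGG enrichment were not rerun. Stainings, in situ hybridization, sorted bulk RNA, organoids and patient data were not used here.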

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

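The check of doublets below was set before its result was seen, while the checks of free RNA, depth and highest Scrublet scores in the lists were chosen after the results were seen.

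The response to LATS1/2 loss differed between luminal classes, which was tested directly by an interaction of class and condition. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 3917 of 14129 genes differed, 1763 upward and 2154 downward. Each mouse gave sums to both classes, so the mouse was a block in this model. The count without that block was not computed. The YAP/TAZ list rose by a median of 0.5904 more in luminal ER- than in luminal ER+ cells, and *Lats1* fell by -1.168 more (log2 scale, adjusted p = 0.00301, all 4 libraries). Free RNA could blur such a difference or make one. After its subtraction the list's difference was 0.981 and 3495 genes differed, which argues against free RNA as the cause. The direction depends on which cells are named luminal ER+. With classes from log-normalized counts the YAP/TAZ list in luminal ER-positive-like cells had a median of 2.491 and the YAP/TAZ list in luminal ER-negative-like cells one of 1.99, and the interaction was not tested in those classes. It also stays open whether fewer luminal ER+ cells were recombined: *EYFP* was detected in 8.74% and 18.8% of them, against 21.5% and 27.1% of luminal ER- cells, and the class held only 492 and 144 cells in the LATS1/2-KO libraries. A lower share of recombined cells may give the same pattern as a weaker response.

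The cell cycle list, which the paper does not discuss for these data, had a median log2 fold change of 4.084 in luminal ER- cells, with 14 of 15 genes higher and 0 lower. Free RNA would weaken on subtraction and depth on thinning. The median was 4.18 after subtraction and 4.06 in sums thinned to one total, and neither explanation accounts for it. Without the highest Scrublet scores it was 4.048, so the cells that Scrublet scores highest do not account for it either. All libraries were collected 7 days after the last dose by their labels. In luminal ER+ cells 0 of 15 genes were called (median 0.7544), but cycling LATS1/2-KO cells form a cluster led by *Ube2c* that is named luminal ER- as a whole, so the naming alone could keep them out of the luminal ER+ class. In *EYFP*+ against *EYFP*- cells of the same mouse the median was 0.6428 (14 of 15 genes higher, with p-values of 3.44e-07 with camera and 0.109 with fry), but that cluster is also deep (median 15322.5 UMIs), where *EYFP* is easier to detect. With cells thinned to 2000 UMIs, 16.3% and 27.9% of that cluster were still *EYFP*+ in replicates 1 and 2. The other LATS1/2-KO luminal ER- clusters had 2.48% and 3.61% (led by *Wfdc3*) and 10.9% and 15.2% (led by *Ptgs2*). Depth alone does not account for this. A difference between whole mice would not give one within a mouse, which argues against it for that part, though fry did not call it. *EYFP*- cells also rose against CTL (median 3.854). For the rise against CTL the luminal ER+ comparison does not decide, and a difference in tissue collection or between the mice stays open.

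The interferon response list, also not discussed for basal cells, had a median of 0.8891 there, with 7 of 14 genes higher and 0 lower. After subtraction of free RNA the median was 0.968, so free RNA does not account for it. With fry the set's adjusted p was 0.0747 and with camera 0.00372 (limma, Benjamini-Hochberg), so the call depends on the set test. With one library left out at a time the median ran from 0.6444 to 1.691. Basal cells were few in CTL (197 and 161), and a shift in the kinds of basal cell was not tested.

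The cluster of 25 adipocyte-like cells lies in LATS1/2-KO replicate 2 alone, where the paper reports no mature adipocytes. Of the 25, 0 were among the highest doublet scores. This was first read as evidence against doublets. The reading was changed after the result was seen, because Scrublet builds its doublets from the library's own cells and that library holds no separate adipocytes to build from, so doublets and single cells cannot be told apart by it. The depth of 10950 UMIs, against 5962.5 in the library, is a pattern that doublets could give. No such cluster was found with the 10% mitochondrial limit, and damaged cells or adipocyte RNA held in 1 preparation remain possible.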

How the results depend on the processing

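Removal of the highest Scrublet scores and subtraction of free RNA were chosen after results were seen, and the other settings were set beforehand; removal of Scrublet's own calls was not run.

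Leaving single libraries aside, results behind the paper's conclusions stayed the same in 285 pairs of result and alternative, moved in size in 31, lost their call in 7 and gained it in 1, and 0 reversed. Same means within a set ratio for counts, within the spread between mice for shares, and an unchanged call for lists, whatever their median. Stromal subtypes came from resolution 0.8 whichever resolution was set, so their shares at 0.2 and 0.8 could not differ from the main setting. The cause of a change was not tested unless stated.

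The count of changed genes in luminal ER-positive-like cells was 3582, 2068 in thinned sums, which hold fewer counts by construction, and 5133 with log-normalized counts. The count of changed genes in basal-like cells was 3076 and 1501 with DESeq2. For changed genes in fibroblast-like cells, 513 became 1044 without a low-count filter and 311 in thinned sums. For changed genes in endothelial-like cells, 489 became 269 with DESeq2, 166 without the filter and 296 in thinned sums. The 14 changed genes in lymphocyte-like cells became 25 with DESeq2, 9 with free RNA subtracted, 73 with log-normalized counts, 60 at the 10% mitochondrial limit, 122 without the filter, 36 without the highest Scrublet scores and 6 in thinned sums. Between *EYFP*+ and *EYFP*- cells 4972 became 2314 with cells thinned to 2000 UMIs, and 1906 with a log2 fold change of at least 0.6. Between myCAF-like and iCAF-like cells 1801 became 817 without the highest Scrublet scores, a setting that also moved cells between the subtypes.

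With the replicate number as block the counts were 774 in fibroblasts and 78 in lymphocytes. Replicate numbers share only a label, and correlations between the paired libraries were near 0 (0.0122 and 0.0438), so the pairing carries no known meaning. Without the mouse as block, the *EYFP* comparison gave 622.

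The YAP/TAZ list in luminal ER-positive-like cells had a median of 0.1652 with free RNA subtracted and 0.2698 in thinned sums, neither called, and 2.491 with log-normalized counts, above the luminal ER- value in that setting. The YAP/TAZ list in fibroblast-like cells was not called with free RNA subtracted (0.6206), without the filter (0.6747), without the highest Scrublet scores (0.4691) or in thinned sums (0.7017). The collagens in luminal ER-negative-like cells had 0.5084 with free RNA subtracted and were not called, which follows in part by construction, as the free RNA was estimated from 3 collagens. The integrins in luminal ER-negative-like cells, with a median of -0.116, were called with fry only.

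The difference in class shares, luminal ER-positive, was -11.01 with log-normalized counts and -15.28 when clustered without changed genes. For class shares, myCAF, it was 4.148 with log-normalized counts, 3.377 without the highest Scrublet scores and 2.792 at the 10% mitochondrial limit. For class shares, perivascular (PVL), it was 1.218 and 0.8767 in the first and second of these settings. Single-condition clusters fell from 13 to 2 when clustered without changed genes, partly by construction. With cells thinned to 2000 UMIs, the EYFP-positive share by cluster, cluster 4 (led by *Ube2c*), was 22.1%. The EYFP-positive share by cluster, cluster 11 (luminal ER+), was 5.52%, and the EYFP-positive share by cluster, cluster 15 (unnamed epithelial), was 50.9%; fewer UMIs per cell lower detection by construction.

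With one library left out at a time, the difference in class shares, luminal ER-negative, ran from -11.24 to -5.765 and that in class shares, perivascular (PVL), from 1.077 to 1.195. Medians ran from 2.378 to 3.099 for collagens in luminal ER-negative-like cells, -0.02487 to 0.1199 for integrins in luminal ER-negative-like cells, 1.423 to 1.669 for laminins in luminal ER-negative-like cells and 1.388 to 1.465 for the TEAD1 regulon in luminal ER-negative-like cells. For the YAP/TAZ list they ran from 1.496 to 1.812 in epithelial, 0.361 to 0.5103 in luminal ER+, -0.2565 to 0.0256 in basal and 0.5022 to 1.012 in fibroblast cells, and from 0.4061 to 0.5792 between *EYFP*+ and *EYFP*- cells.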

Differences from the paper's values

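The *Cyr61* levels by cluster were picked out after they had been seen, and the resolution that gives the stromal subtypes was chosen with their sizes and the paper's in view, so their closeness to the paper is no independent check.

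The paper gives 47209 genes and the matrices used here hold 28693. None of the alternatives set before the data were examined closed the gap, because none of them changes the list of genes. The cells kept were 18200 against 18204 in the paper. At the paper's resolution 18 clusters were found against 15; the number was 13 at resolution 0.2 and 24 at 0.8. Cells of the stromal subtypes, 998 iCAF-like and 164 PVL-like, stand beside 1031 and 140 in the paper, and the myCAF-like cells (390 in LATS1/2-KO and 2 in CTL) beside 417. At the 10% mitochondrial limit 246 myCAF-like cells remained, and with log-normalized counts the luminal ER+ clusters made mostly of LATS1/2-KO cells held 1117 cells, some of them CTL, against 603 in the paper.

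Mature adipocytes were not identified in the paper, and 25 adipocyte-like cells were found here. The setting that reaches the paper's result is the 10% mitochondrial limit, with 0 such cells.

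*Cyr61*, shown in the paper as co-expressed with the other targets in LATS1/2-KO clusters, had a log2 fold change of -0.02 over all luminal ER- cells. One LATS1/2-KO cluster of the class, led by *Ptgs2*, held *Cyr61* at 1501 and 1629 CPM, against 779 and 745 in the largest CTL cluster of the class and 503 and 518 in the other. The cluster led by *Ube2c*, with 883 of the 1668 *EYFP*+ cells, held it at 766 and 898, and the largest LATS1/2-KO cluster of the class, led by *Wfdc3*, at 806 and 924.

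Ephrin-B signaling is listed in the paper as unique to *EYFP*+ cells. *Efnb1* and *Efnb2* differed between *EYFP*+ and *EYFP*- luminal ER- cells by log2 fold changes of -0.06 and 0.04. The paper's *EYFP*+ group also took in luminal ER+ and basal cells. Left out of the comparison here was the unnamed epithelial cluster, with 81.7% and 94.1% *EYFP*+ cells in replicates 1 and 2. Against CTL, *Efnb2* was called in luminal ER- cells (log2 fold change 0.33, adjusted p = 0.0477, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and not with DESeq2 or RLE size factors. CellChat scores also weigh the receptors and were not computed.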

Other observations

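Free RNA tests of the endothelial, fibroblast and basal genes, the lymphocyte collagens and endothelial *Igfbp2* were set before their results were seen, and the other tests here were chosen after.

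Free RNA from other cells can raise genes in a class that does not express them. Of the genes called higher, 63.6% in endothelial cells (140 of 220) and 75.9% in fibroblasts (180 of 237) lay above the level of the library's own summed cells in both LATS1/2-KO libraries, which free RNA as the whole cause does not give. In basal cells the share was 46.3% (706 of 1524), and by that measure the explanations cannot be told apart there. With free RNA subtracted, 2839 basal genes were called, 1442 of them higher, and 2619 were among the 3076 of the main setting. Free RNA at its estimated share does not account for most of these calls, though an error in that share was not ruled out. Collagen UMIs in lymphocytes were 1.69 times the number that free RNA predicts and *Igfbp2* UMIs in endothelial cells 1.56 times, and neither can be told apart from an error in the estimate. Among luminal ER- cells the collagens not used in the estimate had a median log2 fold change of 0.289 after subtraction (11 higher, 7 lower). The estimate takes *Col1a1*, *Col1a2* and *Col3a1* of luminal cells as free RNA, which lowers collagens made beside them too, so true expression and free RNA cannot be told apart for the family.

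The largest changes outside the epithelium were, in fibroblasts, *Saa3*, *Prg4* and *Ctla2a* (at least 144-fold, 99.2-fold and 88.1-fold higher) and *Myoc*, *Nkain4* and *Colec11* (log2 fold changes -10.03, -7.38 and -6.39). Endothelial cells had *Igfbp2*, *Krt14* and *Fjx1* (at least 53.5-fold, 43.0-fold and 19.6-fold higher, all lost without the low-count filter) and *Gkn3*, *Comp* and *Atp6v1b1* (-9.13, -6.37 and -5.92). Lymphocytes had *Col3a1* (7.33), *Igfbp2* and *Ctgf* (at least 63.9-fold and 35.9-fold higher), and *Gpx3* and *Cxcr6* (-4.30 and -3.14) with *Ptn* at least 35.9-fold lower. Some of these values moved with one library left out at a time. *Myoc* in fibroblasts ran from -11.66 to -8.348, *Gkn3* in endothelial cells from -10.45 to -8.285 and *Col3a1* in lymphocytes from 6.249 to 9.227. *Krt14* and the collagens in these classes are known as epithelial and fibroblast genes. No ratio to free RNA was computed for *Krt14*, and its source stays open. The fibroblast values do not separate a shift from iCAF-like to myCAF-like cells from changes within a subtype.

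The dissociation and immediate early list was lower in LATS1/2-KO by its median in all 7 sums tested, of which the epithelial sum contains the luminal and basal ones, with a median log2 fold change of -1.64 in luminal ER- cells (3 genes higher, 18 lower). In fibroblasts and lymphocytes the median was -0.302 and the set was not called (camera's adjusted p of 0.0700 and 0.778, limma, Benjamini-Hochberg). With fry it was called in the epithelial and luminal ER- sums only (adjusted p = 0.0163 in each). Fry's adjusted p was 0.098 in basal, 0.171 in luminal ER+ and 0.171 in endothelial cells. A difference in handling may lower the list in every class, and the 7 medians below 0 do not exclude it, but the fall was not called in each class. Within libraries, *EYFP*+ cells were lower than *EYFP*- cells of the same mouse by -0.572 (-0.586 and -0.547 in the mice alone), which handling of whole tissues would not give. The p-value of the list there was 1.63e-06 with camera and 0.051 with fry, so its call depends on the set test.

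Cells without an *EYFP* UMI may still be recombined. Against CTL, *Lats1* had a log2 fold change of -0.842 in all *EYFP*- luminal ER- cells and -0.384 in those outside the *EYFP*-rich clusters (978 and 1167 cells, adjusted p = 0.0187, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, both mice lower). Both are consistent with recombined cells among them, so the YAP/TAZ list in *EYFP*- cells is not shown to act from outside the cell.

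*EYFP* was higher in LATS1/2-KO replicate 2 than in replicate 1, by a median ratio of 1.78 over the *EYFP*-rich clusters. The reporter alleles (2 and 1) would give a ratio near 2, and alleles and recombination cannot be told apart.

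Other lists in luminal ER- cells: milk proteins had a median of -3.83 (0 higher, 5 lower of 6, 5 when adjusted over the list alone), progesterone response -0.69 (2 higher, 4 lower of 6) and interferon response 1.27 (9 higher, 4 lower of 16), with camera's adjusted p of 0.114, 0.399 and 0.148 (limma, Benjamini-Hochberg). With fry these were 0.0506, 0.00798 and 0.0747, so the progesterone list was called with fry only (6 genes when adjusted over the list alone). The cell cycle list in basal cells had a median of 1.93 (6 higher, 0 lower of 12).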
